# The m^6^A Readers YTHDF1 and YTHDF2 Synergistically Control Cerebellar Parallel Fiber Growth by Regulating Local Translation of the Key Wnt5a Signaling Components in Axons

**DOI:** 10.1002/advs.202101329

**Published:** 2021-10-12

**Authors:** Jun Yu, Yuanchu She, Lixin Yang, Mengru Zhuang, Peng Han, Jianhui Liu, Xiaoyan Lin, Nijia Wang, Mengxian Chen, Chunxuan Jiang, Yujia Zhang, Yujing Yuan, Sheng‐Jian Ji

**Keywords:** cerebellar parallel fibers, local translation, m^6^A, YTHDF1, YTHDF2

## Abstract

Messenger RNA m^6^A modification is shown to regulate local translation in axons. However, how the m^6^A codes in axonal mRNAs are read and decoded by the m^6^A reader proteins is still unknown. Here, it is found that the m^6^A readers YTHDF1 and YTHDF2 are both expressed in cerebellar granule cells (GCs) and their axons. Knockdown (KD) of YTHDF1 or YTHDF2 significantly increases GC axon growth rates in vitro. By integrating anti‐YTHDF1&2 RIP‐Seq with the quantitative proteomic analysis or RNA‐seq after KD of YTHDF1 or YTHDF2, a group of transcripts which may mediate the regulation of GC axon growth by YTHDFs is identified. Among them, *Dvl1* and *Wnt5a*, encoding the key components of Wnt pathway, are further found to be locally translated in axons, which are controlled by YTHDF1 and YTHDF2, respectively. Specific ablation of *Ythdf1* or *Ythdf2* in GCs increases parallel fiber growth, promotes synapse formation in cerebellum in vivo, and improves motor coordination ability. Together, this study identifies a mechanism by which the m^6^A readers YTHDF1 and YTHDF2 work synergistically on the Wnt5a pathway through regulating local translation in GC axons to control cerebellar parallel fiber development.

## 1 Introduction

Messenger RNAs can be targeted and locally translated in axons in response to extrinsic cues to regulate axon growth and guidance.^[^ ^1^, ^2^, ^3^, ^4^, ^5^ ^]^ Recent findings suggest that *N* ^6^‐methyladenosine (m^6^A) modification regulates local translation of mRNA in axons.^[^ ^6^ ^]^ However, how these methylated axonal mRNAs are recognized and decoded by their readers in axons is still not known.

Previous studies have suggested that the major m^6^A readers YTHDF1 and YTHDF2 have almost opposite functions in determining the fate of their m^6^A‐modified target transcripts: the former enhancing their translation,^[^ ^7^ ^]^ while the latter destabilizing them.^[^ ^8^ ^]^ Whether and how these apparently counteracting mechanisms interact with each other to regulate biological processes is not known. In addition, recent studies suggest that YTHDFs work redundantly to mediate mRNA degradation.^[^ ^9^, ^10^ ^]^ These debatable models and theories highlight the requirement for further exploration on the functions and mechanisms of the m^6^A readers on their target mRNAs in regulating biological processes.

Wnt family proteins are a group of highly conserved secreted morphogens that play important roles during neuronal development.^[^ ^11^ ^]^ During the early stages of neural circuit formation, Wnt5a signaling has been shown to control neuronal polarity, promote axon growth, and regulate axon guidance.^[^ ^12^, ^13^, ^14^ ^]^ Wnt5a works through a noncanonical Wnt signaling pathway by activating Frizzled3 (Fzd3), which is facilitated by Van Gogh/Strabismus (Vangl2) but antagonized by Dishevelled‐1 (Dvl1).^[^ ^12^ ^]^ Thus, Dvl1 blocks Wnt5a signaling. These previous studies mainly focused on the paracrine Wnt5a signaling. Whether Wnt5a works in an autocrine way and whether Wnt5a signaling is regulated by local translation in axons are still not known.

The cerebellum plays a vital role in controlling motor learning and movement coordination. The two major neuron types in cerebellum are granule cells (GCs) and Purkinje cells (PCs). Postmitotic GCs accumulate in the deeper layer of the external granule layer (EGL) and extend opposing bipolar axons horizontally to the cerebellar folia surface. These nascent parallel fibers will ultimately innervate and form synapses with PCs after GC somata migrate through the molecular layer (ML) to the inner granule layer to finally become mature GCs. However, little is known about the mechanisms regulating parallel fiber growth, which is a key step in cerebellar GC‐PC circuit formation.

Here, we found that the m^6^A readers YTHDF1 and YTHDF2 are highly expressed in GC axons and knockdown (KD) of either YTHDF1 or YTHDF2 in cultured GCs significantly promotes axon growth in vitro. We further demonstrated that YTHDF1 and YTHDF2 synergistically regulate the Wnt5a signaling to control GC axon growth. Both *Wnt5a* and *Dvl1* mRNA are modified by m^6^A and targeted to GC axons, where their local translations are regulated by YTHDF2 and YTHDF1, respectively. Specific ablation of *Ythdf1* or *Ythdf2* from GCs does not affect their neurogenesis. However, both *Ythdf1* and *Ythdf2* cKO mice showed enhanced parallel fiber (PF) length and increased formation of synapses compared to control mice. Interestingly, the motor coordination ability was significantly improved in both *Ythdf1* and *Ythdf2* cKO mice. This study identifies the m^6^A readers YTHDF1 and YTHDF2 as negative regulators for cerebellar PF growth.

## 2 Results

### 2.1 Knockdown of YTHDF1 and YTHDF2 Promoted GC Axon Growth In Vitro

In order to investigate the roles of YTHDF1 and YTHDF2 in cerebellar GC axon development, we first checked their expressions in GCs. The cerebella of postnatal day 6–8 (P6–P8) wildtype (WT) mouse pups were dissected, dissociated, and cultured in vitro. Immunostaining of GCs with YTHDF1 and YTHDF2 antibodies showed that both YTHDF1 and YTHDF2 were expressed in GC somata, axons, and growth cones (**Figure** **1A**). We generated lentiviral shRNAs against *Ythdf1* and *Ythdf2*, which showed efficient KD of YTHDF1 and YTHDF2, respectively (Figure 1B,C). Immunofluorescence (IF) signals of both YTHDF1 and YTHDF2 in GC axons were also significantly reduced after infection of *shYthdf1* or *shYthdf2* (Figure S1A–D, Supporting Information), suggesting that axonal YTHDF1 and YTHDF2 signals are specific. Our previous work showed that m^6^A modification of axonal mRNA can regulate axon growth,^[^ ^6^ ^]^ and here we found that both YTHDF1 and YTHDF2 were expressed in GC axons. So we wondered whether YTHDF1 and YTHDF2 are the m^6^A readers to mediate axon growth. GCs from P6–P8 WT mouse cerebella were cultured and infected with *shYthdf1*, *shYthdf2*, or *shCtrl* lentivirus. After puromycin selection, GC axons were imaged at two time points and axon growth rates were measured. KD of YTHDF1 by two different *shYthdf1* significantly increased axon growth rates, compared with *shCtrl* (Figure 1D,E). Interestingly, KD of YTHDF2 by two different *shYthdf2* also significantly increased axon growth rates (Figure 1F,G). Thus, both YTHDF1 and YTHDF2 negatively regulate axon growth of GCs, suggesting that they might work synergistically in this process.

**Figure 1:**
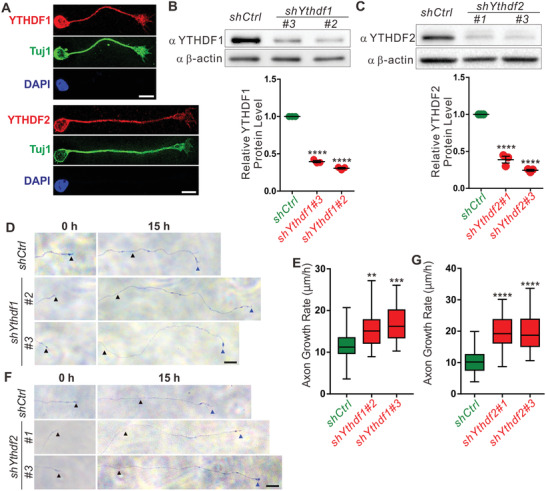
KD of YTHDF1 or YTHDF2 significantly promoted GC axon growth in vitro. A) Representative confocal images showing YTHDF1 and YTHDF2 are expressed in the growth cones and axons of cultured P6–P8 GCs. B) Western blotting (WB) validating the KD efficiency of *shYthdf1* in cultured GCs. Data of quantification are mean ± SEM and represented as dot plots (*n* = 3): *shYthdf1#2* versus *shCtrl*, ****p = 3.91E‐08; *shYthdf1#3* versus *shCtrl*, ****p = 8.62E‐09; by one‐way ANOVA followed by Tukey's multiple comparison test. C) WB validating the KD efficiency of *shYthdf2* in cultured GCs. Data of quantification are mean ± SEM and represented as dot plots (*n* = 3): *shYthdf2#1 *versus *shCtrl*, ****p = 9.15E‐06; *shYthdf2#3* versus *shCtrl*, ****p = 2.53E‐06; by one‐way ANOVA followed by Tukey's multiple comparison test. D) Representative images showing that axon growth rates of GCs are significantly increased after KD of YTHDF1. Black and blue arrowheads indicate the terminals of the same axons imaged at 0 and 15 h, respectively. E) Quantification of axon growth rates in (D). Data are represented as box and whisker plots: *shYthdf1#2* versus *shCtrl*, **p = 0.0030; *shYthdf1#3* versus *shCtrl*, ***p = 1.39E‐04; *n* = 24 axons for each group; by one‐way ANOVA followed by Tukey's multiple comparison test. F) Representative images showing that axon growth rates of GCs are significantly increased after KD of YTHDF2. Black and blue arrowheads indicate the terminals of the same axons imaged at 0 and 15 h, respectively. G) Quantification of axon growth rate in (F). Data are represented as box and whisker plots: *shYthdf2#1 *versus *shCtrl*, ****p = 1.40E‐07; *shYthdf2#3* versus *shCtrl*, ****p = 6.38E‐08; *n* = 24 axons for each group; by one‐way ANOVA followed by Tukey's multiple comparison test. A,D,F) Scale bars represent 10 µm.

### 2.2 Target mRNAs of YTHDF1 and YTHDF2 were Identified by Integrating Transcriptome, Epitranscriptome, and Proteome Analyses

In order to investigate the mechanisms involved in YTHDF1/YTHDF2‐regulated GC axon growth, we first performed RNA immunoprecipitation‐sequencing (RIP‐seq) to find out the mRNAs that can be recognized and bound by YTHDF1 and YTHDF2 in GCs. By anti‐YTHDF1 and anti‐YTHDF2 RIP‐seq, 506 and 596 mRNAs were pulled down from P6–P8 GCs, respectively (**Figure** **2A** and Tables S1 and S2, Supporting Information). Gene ontology (GO) analysis of those mRNA showed that they were enriched in biological processes such as nervous system development, neuron projection morphogenesis, neuron projection development, axonogenesis, and axon development (Figure 2B,C; also see Figure S2 in the Supporting Information for GO terms in cellular components), which is consistent with the regulation of GC axon growth by YTHDF1 and YTHDF2. KEGG analysis of signaling pathways showed that those mRNAs were enriched in axon guidance, mTOR signaling pathway, and Wnt signaling pathway (Figure 2D,E), further supporting the roles of YTHDF1 and YTHDF2 in controlling GC axon development and regulating translation and the Wnt pathway.

**Figure 2:**
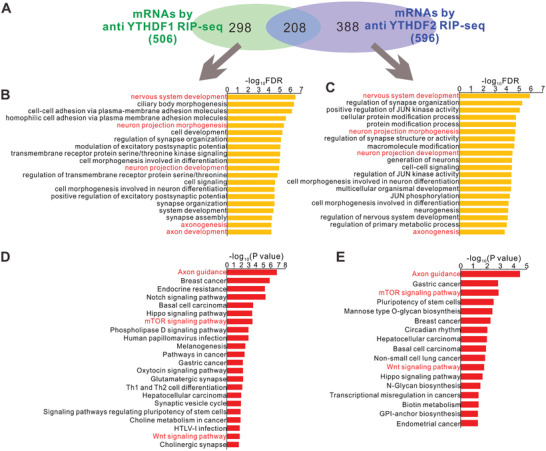
The putative mRNA targets were identified by anti‐YTHDF1 and anti‐YTHDF2 RIP‐seq. A) Venn diagram showing numbers of mRNA targets identified by anti‐YTHDF1 and anti‐YTHDF2 RIP‐seq. B,C) GO analysis of target mRNAs identified by B) anti‐YTHDF1 and C) anti‐YTHDF2 RIP‐seq. The GO terms in Biological Process are shown. The most relevant terms are highlighted in red texts. D,E) KEGG analysis of target mRNAs identified by D) anti‐YTHDF1 and E) anti‐YTHDF2 RIP‐seq. Axon guidance, mTOR signaling pathway, and Wnt signaling pathway are highlighted in red texts.

We continued to perform quantitative proteomic analysis after KD of YTHDF1 in GCs using mass spectrometry (MS) which will detect protein level changes for its target mRNAs in either working models for YTHDF1 (regulating translation or stability of its target mRNAs). We discovered 352 proteins that were differentially expressed (change fold >1.2) after YTHDF1 KD (Table S3, Supporting Information). GO analysis of these differentially expressed proteins showed that they were enriched in the cellular components such as synapse, synapse part, and plasma membrane part (Figure S3A, Supporting Information). We further focused on the 142 downregulated proteins and GO analysis showed that they were enriched in the cellular components such as membrane region, membrane raft, and cytoskeleton; the molecular functions such as signal transducer, actin binding, and cytoskeletal protein binding; and the biological functions such as cell projection organization, regulation of signaling and so on (**Figure** **3A**). All these are consistent with the regulation of GC axon growth by YTHDF1. KEGG analysis of downregulated proteins and all the differentially expressed proteins showed that they were noteworthily enriched in the Wnt signaling pathway (Figure 3B and Figure S3B, Supporting Information).

**Figure 3:**
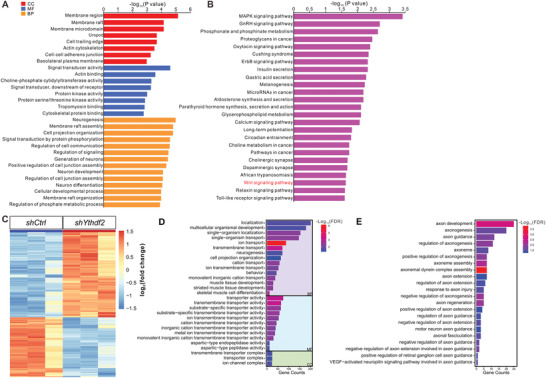
The differentially expressed genes were identified by proteome and transcriptome analysis after KD of YTHDF1 and YTHDF2, respectively. A) GO analysis of downregulated proteins revealed by quantitative proteomic analysis after YTHDF1 KD in GCs. B) KEGG analysis of downregulated proteins revealed by quantitative proteomic analysis. The Wnt signaling pathway is highlighted in red texts. C) Heatmap showing the differential expression profiling of genes by RNA‐seq after YTHDF2 KD in GCs. D) GO analysis of differentially expressed genes revealed by RNA‐seq after YTHDF2 KD in GCs. E) Axon‐related GO terms of differentially expressed genes revealed by RNA‐seq after YTHDF2 KD in GCs. The GO terms in Biological Process are shown. BP, biological process; MF, molecular function; CC, cellular component.

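The libraries came from cultured GCs that were infected with lentivirus carrying a short hairpin RNA against Ythdf2 (shYthdf2, 3 libraries) or a control hairpin (shCtrl, 3 libraries) and then selected with puromycin. The paper's methods give the pups as postnatal day 6 to 8, and the labels of the samples give postnatal day 8. The libraries of each group are numbered 1, 2 and 4 in their names and are called replicates 1, 2 and 3 here. The names also carry the number of hairpin shYthdf2#3, whose 21-base target GGACGTTCCCAATAGCCAACT matches chromosome 4 of GRCm38 from 132204319 to 132204339, in the coding sequence of exon 4 of 5 of transcript Ythdf2-203. The target of the shCtrl hairpin had an exact match in 0 transcripts of the annotation. The authors mapped the reads to GRCm38, counted them on each gene with HTSeq and deposited the counts without normalization. Each shCtrl library held 17246821 to 21546595 counts (median 20278961), and each shYthdf2 library held 17646408 to 19533010 (median 17820769).
The titles of the samples and the names of the libraries contradict each other about which 3 libraries are the knockdown. The names were followed, together with the hairpin numbers in the paper's methods. With that assignment, the group means in Table S4 matched the means of the counts, normalized by the median of ratios, for 923 of 923 genes to within 0.1 percent. With the groups exchanged, they matched for 0 genes. If the titles were correct in place of the names, every direction given here would be inverted.
Ythdf2 (ENSMUSG00000040025, chromosome 4 from 132184912 to 132212303) had 501, 402 and 501 counts in the shYthdf2 libraries of replicates 1, 2 and 3 and 618, 841 and 628 in the shCtrl libraries, after TMM normalization. The means were 468 ± 56.9 (SD, n = 3) and 696 ± 126 (SD, n = 3), so that 67.3% of the shCtrl level remained. Every shYthdf2 library was below every shCtrl library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change was -0.57 (standard error 0.16, adjusted p = 0.125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave an adjusted p = 0.0444, within a range of 0.0444 to 0.363 over the 13 alternatives planned. The log2 fold change moved most without replicate 2 of shCtrl, to -0.41. Between libraries of the same replicate number, Ythdf2 differed by -0.30, -1.06 and -0.33 on the log2 scale for replicates 1, 2 and 3. The paralogs Ythdf1 and Ythdf3 had log2 fold changes of -0.27 (standard error 0.11, adjusted p = 0.214) and 0.15 (standard error 0.10, adjusted p = 0.442) in the edgeR test.

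**Figure D1:**
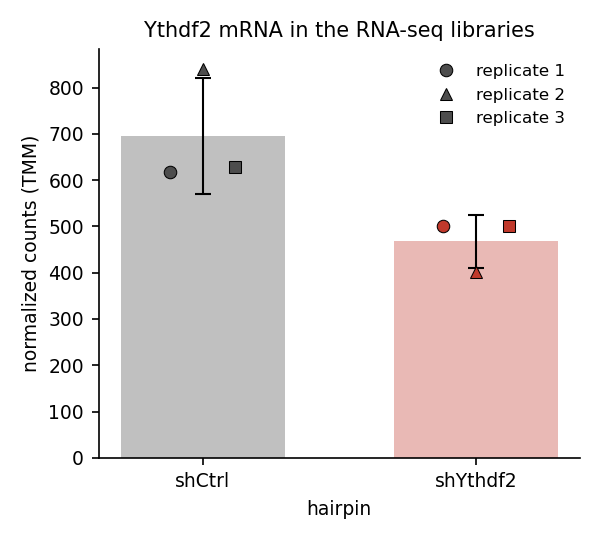
TMM-normalized counts of Ythdf2 in each library, with the mean and SD of each group. The shYthdf2 libraries lie between 402 and 501 counts and the shCtrl libraries between 618 and 841.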

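Before the groups were compared, the libraries were compared with each other. On log2 normalized counts of the 17214 genes tested, the first principal component held 45.4% of the variance and the second held 31.9%. Replicates 1 and 3 lay close together in both groups, and replicate 2 lay apart from them. On the first component, replicates 1 and 3 of shCtrl lay at -50.2 and -52.8. Replicate 2 of shCtrl lay at 25.8, among the shYthdf2 libraries (20.8 to 34.7), so that component did not part the groups. Pearson's r between replicates 1 and 3 was 0.992 over the genes for shCtrl and 0.991 for shYthdf2, where genes are not independent replicates. The difference between replicates 1 and 3 exceeded counting noise by a chi-square of 4.75 per degree of freedom for shCtrl and 3.38 for shYthdf2. Replicate 2 differed from replicates 1 and 3 by 56.2 and 54.8 in shCtrl and by 35.7 and 33.7 in shYthdf2. The replicate 2 libraries of the opposite groups differed from each other by 23.0, which is less than either differed from its own group. The paper's text does not state what sets replicate 2 apart or which cultures the replicates came from.

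**Figure D2:**
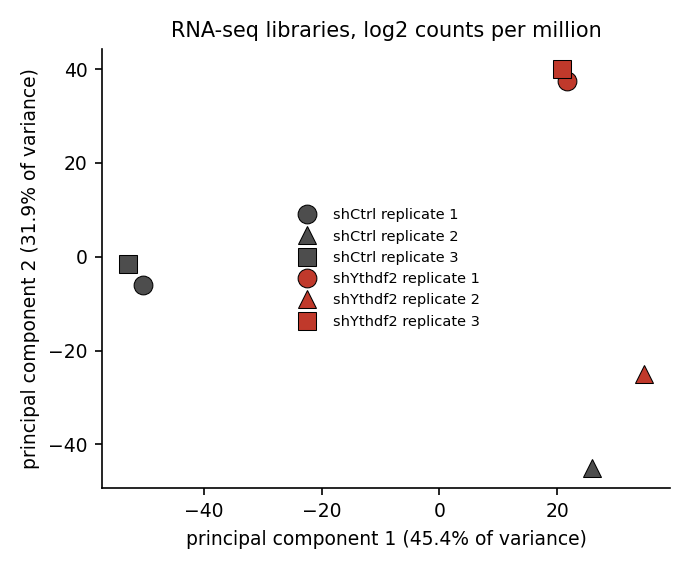
First and second principal components of log2 normalized counts, which hold 45.4% and 31.9% of the variance, for each of the 6 libraries. Replicates 1 and 3 of a group sit side by side, and the replicate 2 libraries sit apart from them on the second component. On the first component, replicate 2 of shCtrl sits among the shYthdf2 libraries, away from replicates 1 and 3 of shCtrl.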

We also performed RNA‐seq after KD of YTHDF2 in GCs since YTHDF2 is widely accepted to regulate the stability of its target mRNAs. 

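Of the 53421 genes in the deposited table, 17214 passed edgeR's filter on low counts and were tested. An adjusted p-value under 0.05 was reached by 104 genes, of which 42 were higher and 62 lower in the shYthdf2 libraries. An unadjusted p under 0.05 was reached by 3461 genes, where 860.7 would be reached with no difference between the groups and independent libraries. The libraries of the groups did not overlap for 4472 genes (26.0%, against 10% by chance for independent libraries). Because replicates 1 and 3 of a group are alike, neither expectation need hold. With these replicates summed, a choice made after the data were seen, 937 genes had an unadjusted p under 0.05, against 924.4 by chance. Every gene of Table S4 has a P value there of at most 0.0499 and an absolute log2 fold change of at least 1.00, so genes with an unadjusted p under 0.05 and an absolute log2 fold change over 1 were counted as well. There were 756 of these, 468 higher and 288 lower. The alternative that moved the number past the adjusted threshold most was a batch term for replicate 2, added after the data were seen, with 3799 genes. With a library left out, the number was 3239 without replicate 2 of shCtrl, 829 without replicate 2 of shYthdf2 and 0 without each of the other libraries in turn. In those last fits, 1986 to 2120 genes had an unadjusted p under 0.05. With the replicate number as a block, 232 genes passed the adjusted threshold, 80 of them among the 104.
Of the 923 genes in Table S4, 723 were tested and 200 were removed by the filter, all of the latter with fewer than 10 counts in some library. All 723 changed in the direction of Table S4, and 683 of them met the unadjusted criterion. The median change of the 723 genes, in the direction of Table S4, was 1.57 on the log2 scale between the libraries of replicate 1. It was 0.77 between those of replicate 2 and 1.56 between those of replicate 3. Ythdf2 itself differed by -0.30, -1.06 and -0.33 there, so its fall was largest where the median change was smallest.
Among the named genes past the adjusted threshold, the largest rise was that of Rxfp1 (ENSMUSG00000034009, chromosome 3), from 16.2 ± 5.00 (SD, n = 3) to 122 ± 11.5 (SD, n = 3) normalized counts, a log2 fold change of 2.91 (standard error 0.29, adjusted p = 0.0279). It was followed by 6430500D05Rik at 2.52, Stoml3 at 2.23, Fam205c at 1.88 and Rmst at 1.51, with adjusted p-values from 0.0447 to 0.0496. 6430500D05Rik starts just after the end of Stoml3 on the same strand of chromosome 3, and reads that run from Stoml3 into it were not tested for. Rmst overlaps Gm27544 on its own strand, which had at most 47 counts in a library, against at least 44 for Rmst. The largest fall was that of Npas4 (ENSMUSG00000045903, chromosome 19), from 7172 ± 4544 (SD, n = 3) to 242 ± 27.2 (SD, n = 3), a log2 fold change of -4.89 (standard error 0.62, adjusted p = 0.0430). Nr4a3 at -3.44, Pak6 at -2.61 and Fosl2 at -2.51 followed, and Tnfrsf12a fell from 496 ± 123 (SD, n = 3) to 123 ± 47.4 (SD, n = 3) normalized counts, with adjusted p-values from 0.0430 to 0.0496. Over the 13 alternatives, the adjusted p-values of these 10 genes ranged from 2.01e-16 to 0.286. With the replicate block, Rxfp1 (adjusted p = 0.0445), Npas4 (0.0450) and Rmst (0.0489) stayed under 0.05. Stoml3 (0.0503), Nr4a3 (0.0519), Fam205c (0.0524), 6430500D05Rik (0.0525), Fosl2 (0.0525), Pak6 (0.0563) and Tnfrsf12a (0.0570) did not. Of the other genes with the smallest P values in Table S4, Dnah11 had a log2 fold change of 1.90 (adjusted p = 0.0761) and Eomes of -1.80 (adjusted p = 0.0502). Cdca7l, on the other strand at Dnah11, had at most 22 counts in a library, against at least 36 for Dnah11. Gm33460, on the other strand at Eomes, had at most 4. Each of the 10 genes above, Dnah11 and Eomes are also in Table S6, the paper's genes changed after YTHDF1 KD, in the same direction. For example, Rxfp1 is at 3.13 and Npas4 at -3.78 there. Both tables use the shCtrl libraries, so the state of these cultures and an effect of each knockdown cannot be told apart.

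**Figure D3:**
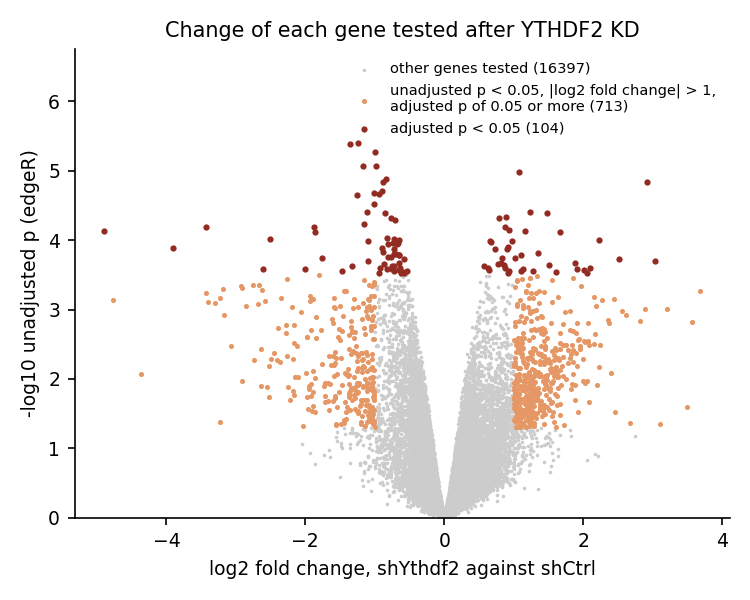
Log2 fold change of each of the 17214 genes tested against the negative log10 of its unadjusted p from edgeR's test. Red points are the 104 genes with an adjusted p-value under 0.05, and orange points are the further genes with an unadjusted p under 0.05 and an absolute log2 fold change over 1.

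**Figure D4:**
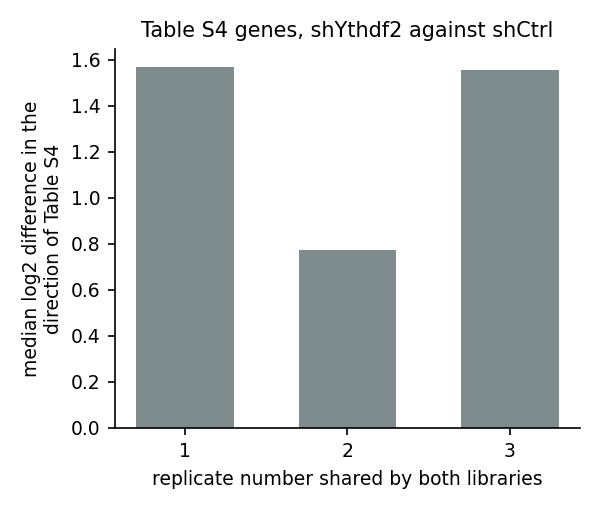
Bars show the median log2 difference between the shYthdf2 and the shCtrl library of each replicate number, in the direction of Table S4, over the 723 genes of Table S4 that were tested. The median is 1.57 in replicate 1, 0.77 in replicate 2 and 1.56 in replicate 3.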

Altogether we found 923 mRNA that were differentially regulated after YTHDF2 KD, among which 587 mRNA were upregulated (Figure 3C and Table S4, Supporting Information). GO analysis of all differentially expressed genes showed that they were enriched in localization, neurogenesis, cell projection organization, and so on (Figure 3D). 

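No gene ontology annotation was at hand, so the enrichment itself was not analysed here, and the kinds of genes behind it were counted instead. By the annotation of GRCm38, 550 of the 923 genes in Table S4 were protein-coding (59.6%), 203 were long noncoding RNAs, 49 were pseudogenes and 16 were of other kinds. The remaining 105 are genes outside the annotation, for which the deposited table gives no position. Of the 756 genes with an unadjusted p under 0.05 and an absolute log2 fold change over 1, 497 were protein-coding (65.7%) and 97 were outside the annotation. Among the 104 genes with an adjusted p-value under 0.05, 92 were protein-coding (88.5%) and 4 were outside it. Protein-coding genes made up 79.7% of all genes tested (13720 of 17214).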

We continued to zoom in to check neural terms and found that many of them were associated with axon development, axonogenesis, axon guidance, and axon extension (Figure 3E), which are consistent with the regulation of GC axon growth by YTHDF2.

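A list of 75 axon guidance genes (semaphorins, ephrins, slits, netrins, repulsive guidance molecules and their receptors) was tested in place of the ontology terms. Of these genes, 71 were expressed in the GCs at a level that could be tested, 49 of them higher and 22 lower in the shYthdf2 libraries, with a median log2 fold change of 0.14. The camera test, which ranks a list against all other genes, gave an unadjusted p of 0.0134 toward higher expression. The result held under fry, a rotation test of the list by itself (0.0023), and under camera with the correlation between genes estimated from the libraries (0.046). Over the 15 alternatives planned, the value stayed between 0.0023 and 0.046. Within replicate 2 the median of the list was 0.05, with 30 of the 71 genes lower, against 0.14 and 0.21 within replicates 1 and 3. An adjusted p-value under 0.05 over all genes was reached by 0 of the list's genes, with 21 at an unadjusted p under 0.05. With replicates 1 and 3 of each group summed, 4 genes had an unadjusted p under 0.05. Adjusted over the list alone, 1 gene passed. It was Sema3a, named after its values were seen, with a log2 fold change of 0.98 and an adjusted p = 0.0315 over the list and 0.0527 over all genes in edgeR's test. With the replicate block, 3 genes passed the adjusted threshold over all genes, which were Sema3a, Sema6d and Nrp1, also named after their values were seen. Without replicate 2 of shCtrl, 26 genes passed. The libraries of the groups did not overlap for 26 of the 71 genes (36.6%, against 10% by chance for independent libraries and 26.0% of all genes tested).

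**Figure D5:**
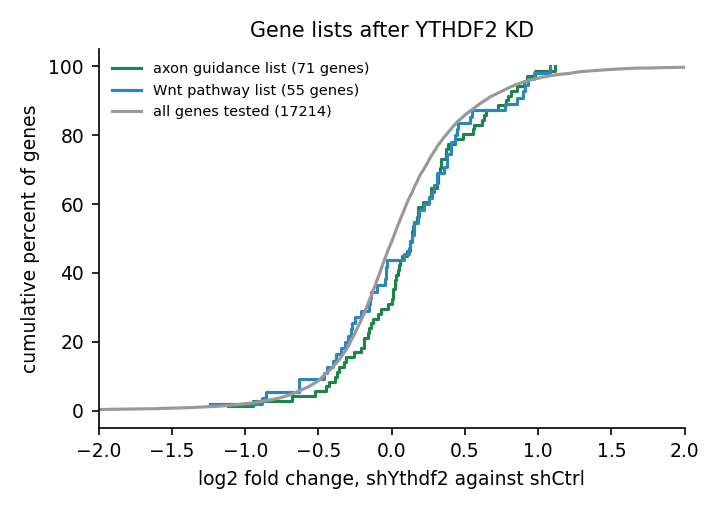
Cumulative share of genes by log2 fold change for the axon guidance list (71 genes), a list of Wnt pathway genes (55 genes) and all 17214 genes tested. The median log2 fold change is 0.14 for each list and 0.01 for all genes.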

Next, we integrated anti‐YTHDF1 RIP‐seq data with YTHDF1‐KD/MS data and anti‐YTHDF2 RIP‐seq data with YTHDF2‐KD/RNA‐seq data to identify the mRNA targets that directly mediate YTHDF1/2‐regulated GC axon growth. 

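The identifiers of Table S2, the mRNAs bound in the anti-YTHDF2 RIP-seq, and of Table S4 share 16 genes, of which 11 are in Table S5. The other 5 are Gm37850, Iqsec3, AC122190.1, Gm15723 and A930003O13Rik, named here after their values were seen. Of the 11, 10 passed the filter on low counts, and all 10 had an unadjusted p under 0.05 in edgeR's test in the direction of Table S5. The only one with an adjusted p-value under 0.05 over all genes was Fosl2, at 0.0447, with a log2 fold change of -2.51 (standard error 0.33) and 379 ± 102 (SD, n = 3) against 2165 ± 815 (SD, n = 3) normalized counts. Adjusted over the list alone, all 10 were under 0.05, which is not independent evidence, since the study chose the list on these libraries. The libraries of the groups did not overlap for 9 of the 10 genes, where chance gives 10% for independent libraries and all genes tested gave 26.0%. The exception was Akna, which had a log2 fold change of 1.06 (standard error 0.37) and a difference of -0.18 between the libraries of replicate 2.
Besides Wnt5a and Akna, Htr1b (log2 fold change 1.44, standard error 0.25) and Pcdh18 (1.42, standard error 0.52) rose. So did Ildr2 (1.41, standard error 0.35) and St6galnac5 (1.35, standard error 0.33). The falls besides Fosl2 were those of Lrrc10b (-1.26, standard error 0.41), Peli3 (-1.06, standard error 0.19) and Slc6a17 (-1.05, standard error 0.20). With the replicate block, the genes past the adjusted threshold were Peli3 (adjusted p = 0.0450) and St6galnac5 (adjusted p = 0.0496), and Fosl2 was not (adjusted p = 0.0525). Over the 13 alternatives the adjusted p-value ranged from 1.56e-04 to 0.291 for Peli3, from 0.00989 to 0.358 for St6galnac5 and from 3.57e-12 to 0.286 for Fosl2. Without replicate 2 of shCtrl, 8 of the genes passed. Card10 was removed by the filter, with 3, 6 and 6 counts in the shYthdf2 libraries and 27, 8 and 23 in the shCtrl libraries. Without the filter its log2 fold change was -1.87 (adjusted p = 0.113). Ildr2, Htr1b, Akna and St6galnac5 each overlap a gene on the other strand, and the paper's text does not state whether the libraries keep the strand. The overlapping genes had at most 3 counts in a library for Ildr2 and 0 for Akna. For Htr1b the overlapping gene had up to 30 counts, and for St6galnac5 up to 660.

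**Figure D6:**
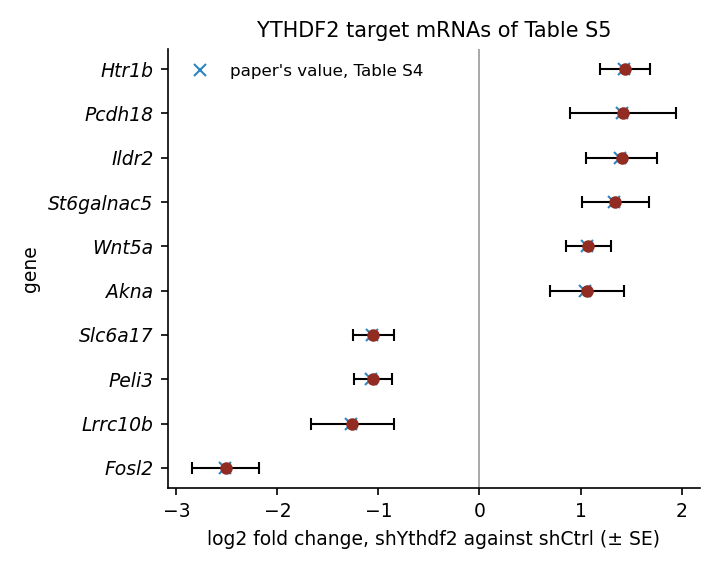
Log2 fold change from edgeR (points, with the standard error as bars) of the 10 YTHDF2 targets of Table S5 that were tested, with the paper's value in Table S4 as crosses. The values run from -2.51 for Fosl2 to 1.44 for Htr1b.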

As shown in Table S5 in the Supporting Information, we revealed 11 YTHDF1 target mRNAs with their protein levels regulated after YTHDF1 KD, and 11 YTHDF2 target mRNAs with their mRNA levels regulated after YTHDF2 KD. Most of these mRNAs have been found to be modified by m^6^A in mouse cerebellum.^[^ ^15^, ^16^ ^]^

We also performed transcriptome analysis after YTHDF1 KD (Table S6, Supporting Information). Interestingly, the 11 YTHDF1 target mRNAs with their protein levels regulated after YTHDF1 KD did not show mRNA level change from the YTHDF1‐KD/RNA‐seq data (Table S7, Supporting Information), suggesting a mechanism that YTHDF1 regulates the translation, but not the stability of these m^6^A‐modified mRNAs. We also integrated anti‐YTHDF1 RIP‐seq data with YTHDF1‐KD/RNA‐seq data to identify the YTHDF1 targets that were regulated in their mRNA levels. As shown in Table S7 in the Supporting Information, we revealed 12 YTHDF1 target mRNAs with their mRNA levels changed after YTHDF1 KD. However, none of them was detected in the YTHDF1‐KD/MS experiment (Table S7, Supporting Information). All these results suggest that the protein levels of YTHDF1 targets are mainly controlled at the translational level instead of mRNA levels.

In summary, we identified the target mRNAs of YTHDF1 and YTHDF2 in cerebellar development by integrating transcriptome, epitranscriptome, and proteome analyses. 

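The mRNAs that the paper lists as bound in the anti-YTHDF2 RIP-seq (Table S2) were tested as a set in the RNA-seq data, since they come from other libraries. Of 596 genes listed, 505 were tested, of which 214 were higher and 291 lower in the shYthdf2 libraries, with a median log2 fold change of -0.09. The camera test gave an unadjusted p of 0.0998 toward lower expression, fry gave 0.112, and camera with an estimated correlation gave 0.169. Over the 15 alternatives planned the value stayed between 0.0545 and 0.216. An adjusted p-value under 0.05 was reached by 5 of the 505 genes, all lower, and by 10 with the replicate block. Adjusted over the list alone, 19 passed. Of the 756 genes with an unadjusted p under 0.05 and an absolute log2 fold change over 1, 14 were in the set, 7 higher and 7 lower, where 22.2 would be by chance (odds ratio 0.61, 95% confidence interval 0.33 to 1.05, two-sided Fisher's exact test, p = 0.077). For the 104 genes with an adjusted p-value under 0.05, 5 were in the set against 3.05 by chance (Fisher's exact test, p = 0.235).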

The translation or stability of these mRNAs was controlled by YTHDF1 and YTHDF2, respectively (Table S5, Supporting Information).

### 2.3 YTHDF1 and YTHDF2 Regulate Local Translation of *Dvl1* and *Wnt5a*, Respectively, to Control GC Axon Growth

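Wnt ligands, receptors and pathway components were tested as a list of 72 genes, of which 55 were expressed in the GCs at a level that could be tested. After YTHDF2 KD, 31 were higher and 24 lower. Their median log2 fold change was 0.14, and it was 0.07 without replicate 1 of shCtrl and 0.08 without replicate 2 of shYthdf2. The camera test gave an unadjusted p of 0.220 toward higher expression and an estimated correlation gave 0.228, while fry gave 0.0374, or 0.0947 with the replicate block. An adjusted p-value under 0.05 was reached by 1 gene, Znrf3 (ENSMUSG00000041961, chromosome 11), a ubiquitin ligase that removes Wnt receptors, with a log2 fold change of 0.97 (standard error 0.13, adjusted p = 0.0447). Its normalized counts were 913 ± 54.7 (SD, n = 3) in the shYthdf2 and 466 ± 61.3 (SD, n = 3) in the shCtrl libraries. At an unadjusted p under 0.05 there were 18 genes, and adjusted over the list alone there were 5, which were Znrf3, Daam2, Fzd8, Wnt5a and Celsr1. Daam2, Fzd8 and Celsr1 are named after their values were seen. Wnt5a was among the genes the study picked from these libraries. Without replicate 2 of shCtrl, 21 genes of the list passed the adjusted threshold over all genes. The libraries of the groups did not overlap for 17 of the 55 (30.9%, against 10% by chance for independent libraries and 26.0% of all genes tested).
Dvl1 (ENSMUSG00000029071, chromosome 4 from 155847402 to 155859303) had 4966 ± 281 (SD, n = 3) normalized counts in the shYthdf2 libraries and 7710 ± 1792 (SD, n = 3) in the shCtrl libraries. The log2 fold change of its mRNA after YTHDF2 KD was -0.63 (standard error 0.18, adjusted p = 0.119), and its adjusted p-value ranged from 0.0025 to 0.389 over the 13 alternatives. The lowest of these was without replicate 2 of shCtrl. Tas1r3, which overlaps Dvl1 on the other strand, had at most 179 counts in a library, against at least 4800 for Dvl1.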

The results of YTHDF1/2 RIPseq, YTHDF1‐KD/MS, and YTHDF2‐KD/RNAseq for identifying YTHDF targets pointed to the Wnt signaling pathway (Figure 2 and 3), and especially its key components Wnt5a and Dvl1 (Table S5, Supporting Information). After YTHDF1 KD, Dvl1 protein level was downregulated by MS analysis, without changing *Dvl1* mRNA level (**Figure** **4A**,B), suggesting a mechanism that YTHDF1 regulates the translation, but not the stability of *Dvl1* mRNA. After YTHDF2 KD, *Wnt5a* mRNA level was upregulated by RNA‐seq analysis (Figure 4C), suggesting a mechanism that YTHDF2 normally destabilizes *Wnt5a* mRNA. 

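Wnt5a (ENSMUSG00000021994) lies on chromosome 14 of GRCm38 from 28504750 to 28527448. Its normalized counts were 314, 325 and 308 in the shYthdf2 libraries of replicates 1, 2 and 3 and 149, 192 and 107 in the shCtrl libraries. The means were 315 ± 8.63 (SD, n = 3) and 149 ± 42.6 (SD, n = 3), so that the knockdown libraries held 212% of the control level. Every shYthdf2 library was above every shCtrl library (two-sided exact permutation test, p = 0.1, the smallest that the design allows). The log2 fold change was 1.08 (standard error 0.22), and edgeR's test gave an adjusted p = 0.0679. The differences between libraries of the same replicate number were 1.06, 0.75 and 1.51 on the log2 scale. With each library left out in turn, the log2 fold change stayed between 0.88 and 1.30. The adjusted p-value ranged from 6.4e-04 with DESeq2 to 0.303 over the 13 alternatives, and was 0.00654 without replicate 2 of shCtrl. The paper's reported log2 fold change in Table S4 is 1.06, with a P value of 4.92e-05. Gm2670, which overlaps Wnt5a on the other strand, had at most 10 counts in a library, against at least 97 for Wnt5a. From the higher level after YTHDF2 KD, the paper proposes that YTHDF2 normally makes the Wnt5a mRNA less stable. RNA-seq measured the level of the mRNA, and its decay was not analysed here. The paper measured decay separately, by RT-qPCR after actinomycin D, and reports a more stable Wnt5a mRNA after YTHDF2 KD (Figure S4H).

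**Figure D7:**
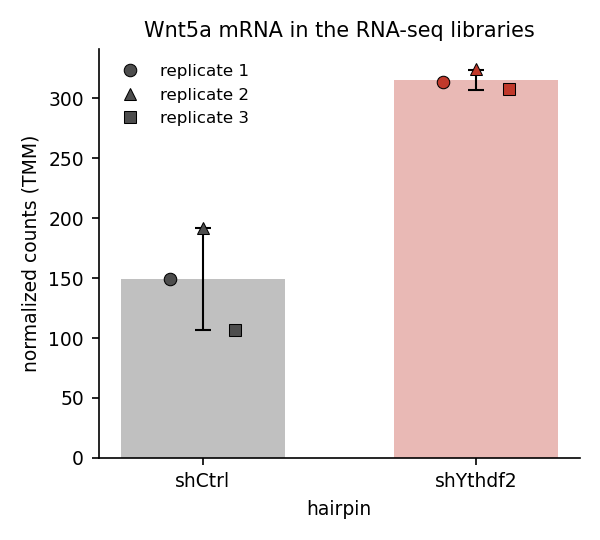
TMM-normalized counts of Wnt5a in each library, with the mean and SD of each group. The shYthdf2 libraries lie between 308 and 325 counts and the shCtrl libraries between 107 and 192.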

Next we checked the functions of those target genes in GC axon growth. Previous studies have shown that Wnt5a stimulated axon growth and regulated axon guidance by activating its receptor Frizzled3, which could be inhibited by Dvl1.^[^ ^12^, ^13^, ^14^ ^]^ We first designed siRNA against each of those mRNAs and validated their KD efficiencies (Figure S4A,B). KD of Dvl1 significantly increased GC axon growth rate (Figure 4D). Considering the fact that YTHDF1 KD caused decreases of translation of *Dvl1* mRNA and promoted axon growth, these data support such a model that YTHDF1 enhances translation of the *Dvl1* mRNA and negatively regulates GC axon growth. For YTHDF2 target, we found that KD of Wnt5a significantly decreased axon growth rate (Figure 4E). Considering the fact that YTHDF2 KD stabilized the *Wnt5a* mRNA and promoted axon growth, these data support such a model that YTHDF2 destabilizes the *Wnt5a* mRNA and negatively regulates GC axon growth.

**Figure 4:**
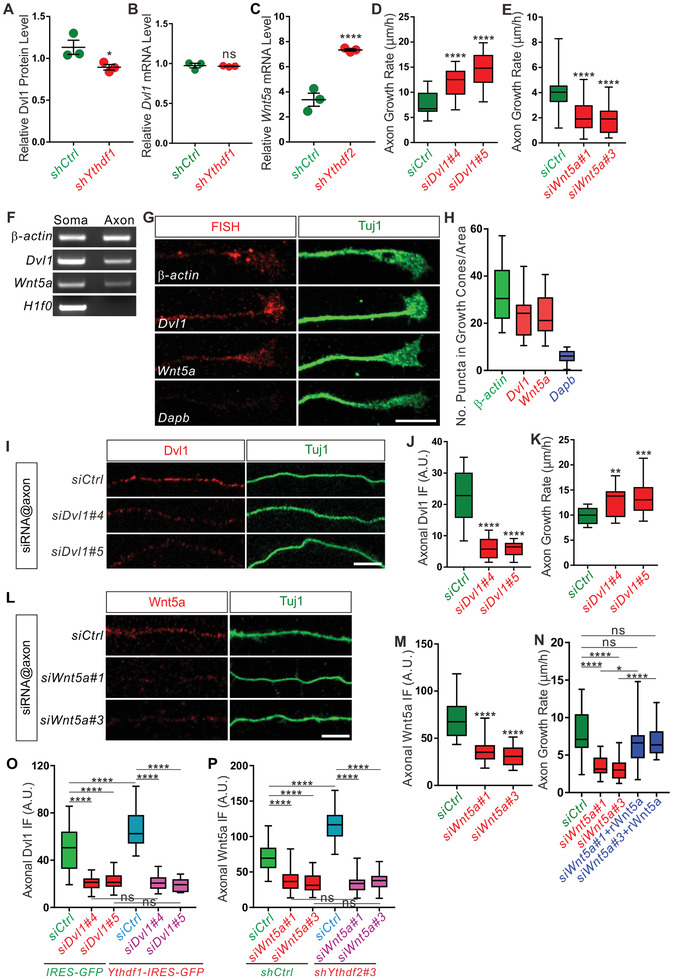
YTHDF1 and YTHDF2 regulate local translation of *Dvl1* and *Wnt5a*, respectively, to control the GC axon growth. A) Relative Dvl1 protein level detected by TMT‐labeled proteomic analysis after YTHDF1 KD. Data are mean ± SEM: *p = 0.047; *n* = 3 replicates; by unpaired Student's *t* test. B) RT‐qPCR confirming the *Dvl1* mRNA level was unchanged after KD of YTHDF1 in GCs. Data are mean ± SEM: *p* = 0.78; *n* = 3; ns, not significant; by unpaired Student's *t* test. C) Relative *Wnt5a* mRNA level measured by RNA‐seq after YTHDF2 KD. Data are mean ± SEM: ****p = 4.92E‐05; *n* = 3 replicates; by unpaired Student's *t* test. D) Axon growth rate significantly increased after KD of Dvl1. Quantification of axon growth rates after KD of Dvl1 using siRNAs. Data are represented as box and whisker plots: *n* = 21 axons for each group; *siDvl1#4 *versus *siCtrl*, ****p = 2.09E‐05; *siDvl1#5 *versus *siCtrl*, ****p = 3.15E‐10. All by one‐way ANOVA followed by Tukey's multiple comparison test. E) Axon growth rate significantly decreased after KD of Wnt5a. Quantification of axon growth rates after KD of Wnt5a using siRNAs. Data are represented as box and whisker plots: *n* = 20 axons for each group; *siWnt5a#1 *versus *siCtrl*, ****p = 4.79E‐05; *siWnt5a#3* versus *siCtrl*, ****p = 4.96E‐06. All by one‐way ANOVA followed by Tukey's multiple comparison test. F) *Dvl1* and *Wnt5a* mRNAs were detected in axons by RT‐PCR using total RNA from pure axons or soma, respectively. Similar to *β‐actin* mRNA which is a positive control for axonal mRNAs, *Dvl1* and *Wnt5a* mRNAs were detected in both axons and soma. The absence of *H1f0* mRNA from axons indicated that the axonal material was pure with no soma incorporation. G,H) Detection of *Dvl1* and *Wnt5a* mRNA localization in growth cones of GC neurons by FISH. Dissociated GCs were cultured for 2 DIV and then FISH was performed using RNAscope riboprobes. *Dvl1* and *Wnt5a* mRNAs were detected in growth cones of GC neurons as red punctate patterns. *β‐actin and Dapb* serve as positive and negative controls, respectively. Tuj1 immunostaining was used to visualize axons. Quantification of puncta density was shown in (H). I,J) Compartmentalized KD of Dvl1 in GC axons. GCs were cultured in microfluidic chambers and *siDvl1* was specifically transfected to axons only. Compared with *siCtrl, siDvl1#4* and *siDvl1#5* led to significant decrease of Dvl1 IF signals. Quantification data are represented as box and whisker plots (J). *siDvl1#4* (*n* = 15 axons) versus *siCtrl* (*n* = 18 axons), ****p = 1.11E‐11; *siDvl1#5* (*n* = 17 axons) versus *siCtrl*, ****p = 3.56E‐12; by one‐way ANOVA followed by Tukey's multiple comparison test. K) Axon growth rates significantly increased after axon‐specific KD of Dvl1. Data are represented as box and whisker plots. *siDvl1#4* (*n* = 18 axons) versus *siCtrl* (*n* = 21 axons), **p = 0.0024; *siDvl1#5* (*n* = 17 axons) versus *siCtrl*, ***p = 0.00049; by one‐way ANOVA followed by Tukey's multiple comparison test. L,M) Compartmentalized KD of Wnt5a in axons. Compared with *siCtrl*, *siWnt5a#1* and *siWnt5a#3* led to significant decrease of Wnt5a IF signals. Quantification data are represented as box and whisker plots (M). *siWnt5a#1* (*n* = 38 axons) versus *siCtrl* (*n* = 32 axons), ****p = 6.80E‐14; *siWnt5a#3* (*n* = 39 axons) versus *siCtrl*, ****p = 5.20E‐14; by one‐way ANOVA followed by Tukey's multiple comparison test. N) Axon growth rates significantly decreased after axon‐specific KD of Wnt5a which can be rescued by application of recombinant Wnt5a protein into axonal compartments. Data are represented as box and whisker plots. *siWnt5a#1* (*n* = 15 axons) versus *siCtrl* (*n* = 16 axons), ****p = 3.86E‐06; *siWnt5a#3* (*n* = 19 axons) versus *siCtrl*, ****p = 1.59E‐07; *siWnt5a#1*+rWnt5a (*n* = 18 axons) versus *siCtrl*, *p* = 0.34; *siWnt5a#3*+rWnt5a (*n* = 16 axons) versus *siCtrl*, *p* = 0.85; *siWnt5a#1*+rWnt5a versus *siWnt5a#1*, *p = 0.036; *siWnt5a#3*+rWnt5a versus *siWnt5a#3*, ****p = 3.40E‐05; ns, not significant; by one‐way ANOVA followed by Tukey's multiple comparison test. O) Overexpression of YTHDF1 increased axonal Dvl1 protein level in cultured GCs and axon‐specific *siDvl1* KD eliminated this increase. Data are represented as box and whisker plots. *Ythdf1‐IRES‐GFP* + *siCtrl* versus *IRES‐GFP* + *siCtrl*, ****p = 1.34E‐05; *Ythdf1‐IRES‐GFP* + *siDvl1#4* versus *IRES‐GFP* + *siDvl1#4*, *p* = 0.99; *Ythdf1‐IRES‐GFP* + *siDvl1#5* versus *IRES‐GFP* + *siDvl1#5*, *p* = 0.84; *IRES‐GFP* + *siDvl1#4* versus *IRES‐GFP* + *siCtrl*, *p* = 5.60E‐14; *IRES‐GFP* + *siDvl1#5* versus *IRES‐GFP* + *siCtrl*, *p* = 5.80E‐14; *Ythdf1‐IRES‐GFP* + *siDvl1#4* versus *Ythdf1‐IRES‐GFP* + *siCtrl*, ****p = 1.01E‐15; *Ythdf1‐IRES‐GFP* + *siDvl1#5* versus *Ythdf1‐IRES‐GFP* + *siCtrl*, ****p = 1.02E‐15; ns, not significant; *n* = 27 axons for each group; by one‐way ANOVA followed by Tukey's multiple comparison test. P) KD of YTHDF2 increased axonal Wnt5a protein level in GCs and axon‐specific *siWnt5a* KD eliminated this increase. Data are represented as box and whisker plots. *shYthdf2#3* + *siCtrl* versus *shCtrl* + *siCtrl*, ****p = 4.30E‐15; *shYthdf2#3* + *siWnt5a#1* versus *shCtrl* + *siWnt5a#1*, *p* = 0.99; *shYthdf2#3* + *siWnt5a#3* versus *shCtrl* + *siWnt5a#3*, *p* = 0.89; *shCtrl* + *siWnt5a#1* versus *shCtrl* + *siCtrl*, ****p = 1.34E‐11; *shCtrl* + *siWnt5a#3* versus *shCtrl* + *siCtrl*, *p* = 1.01E‐13; *shYthdf2#3* + *siWnt5a#1* versus *shYthdf2#3* + *siCtrl*, ****p = 1.01E‐15; *shYthdf2#3* + *siWnt5a#3* versus *shYthdf2#3* + *siCtrl*, ****p = 1.02E‐15; ns, not significant; *n* = 27 axons for each group; by one‐way ANOVA followed by Tukey's multiple comparison test. Scale bars represent G) 10 µm and I,L) 5 µm.

We further validated the respective regulation of *Dvl1* and *Wnt5a* by YTHDF1 and YTHDF2, respectively. Consistent with the proteomic data, the protein level of Dvl1 was significantly reduced after KD of YTHDF1 in GCs and this downregulation was not affected by treatment with the proteasome inhibitor MG132 (Figure S4C,D, Supporting Information). These data suggest that the decreased protein level of Dvl1 after knocking down YTHDF1 was due to the declined translation of *Dvl1* rather than decreased stability of Dvl1 protein. We further co‐transfected plasmids expressing YTHDF1 and HA‐tagged Dvl1 to HEK293T cells. As shown in Figure S4E–G in the Supporting Information, co‐transfection of YTHDF1 upregulated HA‐Dvl1 protein level, without changing *Dvl1* mRNA level. These data suggest that YTHDF1 normally promotes translation of *Dvl1* in GCs. Consistent with the RNA‐seq data showing increased *Wnt5a* mRNA level after YTHDF2 KD in GCs, the stability of *Wnt5a* mRNA was significantly increased after KD of YTHDF2 in GCs by reverse transcription quantitative real‐time polymerase chain reaction (RT‐qPCR; Figure S4H, Supporting Information), suggesting that YTHDF2 normally destabilizing *Wnt5a* mRNA in GCs. All these data and findings support such a model that YTHDF2 and YTHDF1 work synergistically over Wnt5a pathway to negatively regulate GC axon growth by destabilizing *Wnt5a* mRNA and promoting translation of *Dvl1* mRNA, respectively. As both YTHDF1 and YTHDF2 are expressed in GC axons, we wondered whether this synergistic action of YTHDF1 and YTHDF2 works in axons to regulate local translation of their target mRNAs and control GC axon growth.

To test this, we first explored whether *Dvl1* and *Wnt5a* mRNAs were present in GC axons using different approaches. Pure GC axon materials were collected using microfluidic chambers and axonal RNAs were tested by RT‐PCR as previously reported.^[^ ^6^, ^17^, ^18^ ^]^ As shown in Figure 4F, both *Dvl1* and *Wnt5a* mRNA were detected in GC axons, with *β‐actin* and *H1f0* as positive and negative controls. We also carried out the fluorescence in situ hybridization (FISH) to directly check the presence of *Dvl1* and *Wnt5a* mRNA in GC axons. As shown in Figure 4G,H, riboprobes directed against *Dvl1*, *Wnt5a*, and *β‐actin* gave punctate staining patterns in GC axons, especially in the growth cones (*β‐actin* and *Dapb* as positive and negative control probes, respectively).

Next, we tested whether *Dvl1* and *Wnt5a* were locally translated in GC axons. For this, we performed compartmentalized KD in axons with siRNAs against axonal mRNAs, following the previously published procedures.^[^ ^6^, ^17^ ^]^ Axon‐specific KD using *siDvl1* and *siWnt5a* led to significant decreases of the protein levels of Dvl1 and Wnt5a in GC axons by IF, respectively (Figure 4I,J,L,M), without affecting their levels in GC soma (Figure S4I–L, Supporting Information). These results suggest that *Dvl1* and *Wnt5a* are locally translated. We continued to check the effects of inhibiting local translation of *Dvl1* and *Wnt5a* on GC axon growth. Axon‐specific KD of Dvl1 significantly increased axon growth rate (Figure 4K), indicating that local translation of *Dvl1* represses GC axon growth. Axon‐specific KD of Wnt5a significantly inhibited axon growth (Figure 4N), suggesting that local translation of *Wnt5a* promotes GC axon growth. Wnt5a is a secreted protein and might work as an autocrine signal to regulate axon growth. To test this, we applied the recombinant Wnt5a protein to the GC‐axonal‐Wnt5a‐deficient cultures, which sufficiently rescued axon growth (Figure 4N), supporting a model that axonally derived Wnt5a is secreted by and then works back onto GC axons to promote their growth. Taken together, those results demonstrate that *Dvl1* and *Wnt5a* are locally translated to regulate GC axon growth. Next, we explored the regulation of local translation of *Dvl1 and Wnt5a* by YTHDF1 and YTHDF2 in axons. Overexpression of YTHDF1 and KD of YTHDF2 resulted in increased Dvl1 and Wnt5a protein levels in axons, respectively (Figure 4O,P). These increases could be eliminated by axon‐specific KD of *Dvl1* and *Wnt5a* mRNAs using siRNAs, respectively (Figure 4O,P). All these results suggest that YTHDF1 and YTHDF2 regulate intra‐axonal translation of *Dvl1* and *Wnt5a*, respectively, to control GC axon growth.

### 2.4 Conditional Knockout of *Ythdf1* or *Ythdf2* in GCs Promoted Parallel Fiber Growth In Vivo

To further explore whether YTHDF1 and YTHDF2 physiologically regulate GC axon growth in vivo, we generated conditional knockout mice by crossing *Ythdf1^fl/fl^* and *Ythdf2^fl/fl^* with *Atoh1‐creER^T2^* mouse line which is predominantly expressed in cerebellar GCs after E12.5 and widely used to generate GC‐specific cKO.^[^ ^19^, ^20^, ^21^, ^22^, ^23^, ^24^ ^]^ YTHDF1 and YTHDF2 were efficiently eliminated from GCs in *Ythdf1* conditional knockout (cKO) and *Ythdf2* cKO (*Ythdf2* cKO) mice at P15, respectively (**Figure** **5A**,B). The expression of YTHDF1 and YTHDF2 in PCs was not affected in either cKO mice (Figure 5A,B). IF of NeuN, a marker for mature cerebellar GCs, showed that conditional knockout of either *Ythdf1* or *Ythdf2* does not disturb neurogenesis of GCs (Figure S5A–D, Supporting Information). To investigate whether the in vitro regulation of GC axon growth by YTHDF1 and YTHDF2 was recapitulated in vivo, we checked parallel fiber development in *Ythdf1* and *Ythdf2* cKO mice by DiI labeling. DiI injected into cerebellar EGL of rodent neonates can label parallel fibers in the deep layer of EGL.^[^ ^25^ ^]^ Compared with control mice, the parallel fibers labeled by DiI in both *Ythdf1* and *Ythdf2* cKO mouse pups at P0 were significantly longer (Figure 5C–F). Direct immunostaining of parallel fibers using an antibody against Tag1, which is a marker for early parallel fibers, showed much higher Tag1 IF intensity in EGL of *Ythdf1* and *Ythdf2* cKO cerebella compared with control mice at P6 (Figure 5G–J). Since KD of YTHDF1 or YTHDF2 did not change Tag1 protein levels in axons (Figure S5E–H, Supporting Information), the increased Tag1 IF intensity in EGL of cKO cerebella indicated the promoted growth of parallel fibers.

**Figure 5:**
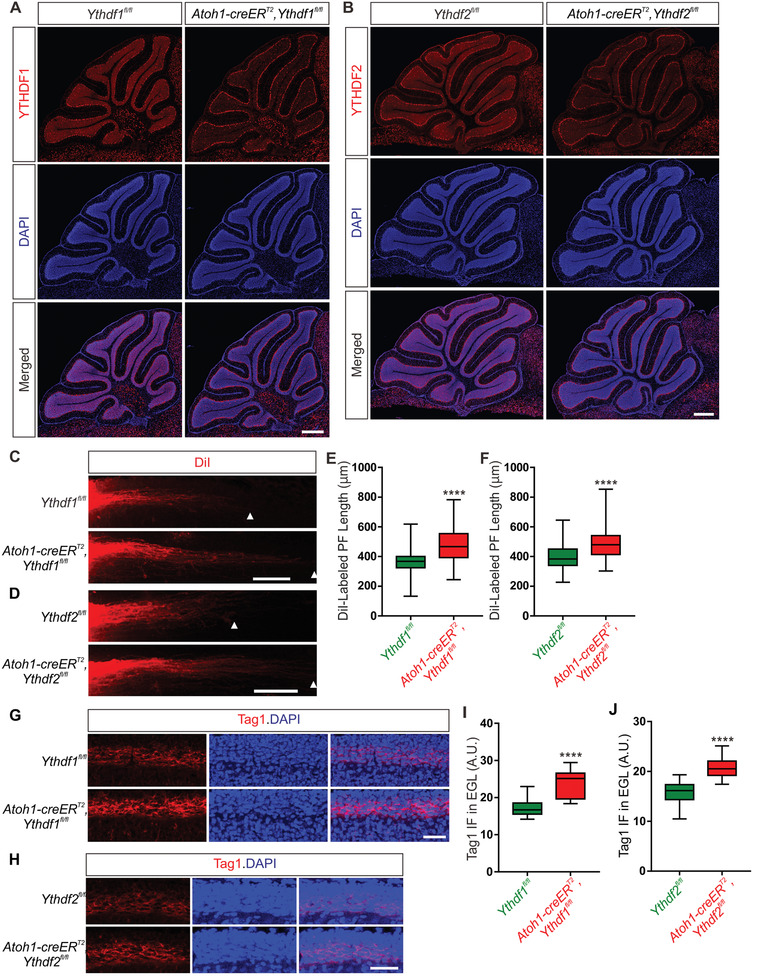
Parallel fiber growth was enhanced in both *Ythdf1* and *Ythdf2* cKO mice. A,B) Representative images of A) YTHDF1 and B) YTHDF2 immunostaining in P15 cerebellum of A) *Ythdf1* and B) *Ythdf2* cKO, respectively. YTHDF1 or YTHDF2 was successfully eliminated in GCs while their expression in PCs was not affected. Scale bars represent 500 µm. C,D) Lengths of parallel fibers labeled by DiI were significantly increased in *Ythdf1* and *Ythdf2* cKO mice. The white arrowheads indicate the terminals of DiI‐labeled PFs. Scale bars represent 100 µm. E,F) Quantification of parallel fiber (PF) lengths in (C) and (D). Data are expressed as box and whisker plots. In (E), ****p = 1.38E‐05; for *Ythdf1^fl/fl^* mice, *n* = 36 confocal fields from 11 pups, for *Ythdf1* cKO mice, *n* = 42 confocal fields from 11 pups. In (F), ****p = 2.29E‐05; for *Ythdf2^fl/fl^* mice, *n* = 46 confocal fields from 13 pups, for *Ythdf2* cKO mice, *n* = 43 confocal fields from 12 pups. All by unpaired Student's *t* test. G,H) Significantly higher Tag1 IF in the deep layer of cerebellar EGL of *Ythdf1* and *Ythdf2* cKO mice was detected. Scale bars represent 40 µm. I,J) Quantification of Tag1 IF intensity signals in (G) and (H). Data are expressed as box and whisker plots. In (I), ****p = 2.80E‐06; *n* = 18 confocal fields for *Ythdf1^fl/fl^* mice, *n* = 15 confocal fields for *Ythdf1* cKO mice. In (J), ****p = 2.02E‐12; *n* = 26 confocal fields for *Ythdf2^fl/fl^* mice, *n* = 28 confocal fields for *Ythdf2* cKO mice. All by unpaired Student's *t* test.

In vitro, we found that KD of YTHDF1 inhibited *Dvl1* translation and promoted GC axon growth, while KD of YTHDF2 increased *Wnt5a* mRNA stability and also promoted GC axon growth. So we continued to explore whether the enhanced PF growth in vivo was also caused by these mechanisms. In line with the in vitro results, Dvl1 protein level was significantly decreased in *Ythdf1* cKO mice compared with control (Figure S6A–C, Supporting Information), while *Dvl1* mRNA level was not affected (Figure S6F, Supporting Information). Both *Wnt5a* mRNA and protein levels were significantly increased in *Ythdf2* cKO mice compared with control (Figure S6G–I,L, Supporting Information). The axon markers Tau1 and Tag1 showed increased levels in the cerebellum of *Ythdf1* and *Ythdf2* cKO mice at P15 compared with control mice (Figure S6A,D,E,G,J,K, Supporting Information). These data suggest that YTHDF1 and YTHDF2 regulate translation of *Dvl1* and stability of *Wnt5a*, respectively, and their synergistic action on Wnt5a pathway controls parallel fiber growth in cerebellum.

As knockout of *Ythdf1* or *Ythdf2* significantly promotes parallel fiber growth, we wondered whether this would enhance synapse formation between parallel fibers and PCs in these cKO mice. The formation of synapses between the parallel fibers of GCs and the dendrites of PCs is mediated by the trans‐synaptic neurexin‐Cbln1‐GluR*δ*2 triad.^[^ ^26^ ^]^ The presynaptic neurexin in PF terminals interacts with postsynaptic glutamate receptor delta2 (GulR*δ*2) through cerebellin‐1 precursor protein (Cbln1) which is secreted by GCs.^[^ ^27^ ^]^ GluR*δ*2 is selectively expressed in PCs and exclusively localized in parallel fiber‐PC synapses.^[^ ^28^, ^29^ ^]^ So we checked the protein levels of GluR*δ*2 and neurexin1 (Nrxn1) in P30 cerebellum by WB. Both GluR*δ*2 and Nrxn1 protein levels were significantly increased in *Ythdf1* and *Ythdf2* cKO mice compared with control mice (**Figure** **6A**–D,F–I). We also checked PSD95, a general postsynaptic marker. PSD95 protein level was also increased in *Ythdf1* and *Ythdf2* cKO cerebella (Figure 6A,E,F,J). We further measured the synapse numbers in vivo by co‐immunostaining of the presynaptic marker VGLUT1 and the postsynaptic marker PSD95. As shown in Figure 6K–N, quantification of VGLUT1^+^/PSD95^+^ puncta indicated that the synapse numbers in the ML of P30 *Ythdf1* and *Ythdf2* cKO cerebella increased compared with their control, respectively. Taken together, these results suggest that due to enhanced parallel fiber growth, the PF→PC synapse formation is promoted in *Ythdf1* and *Ythdf2* cKO mice.

**Figure 6:**
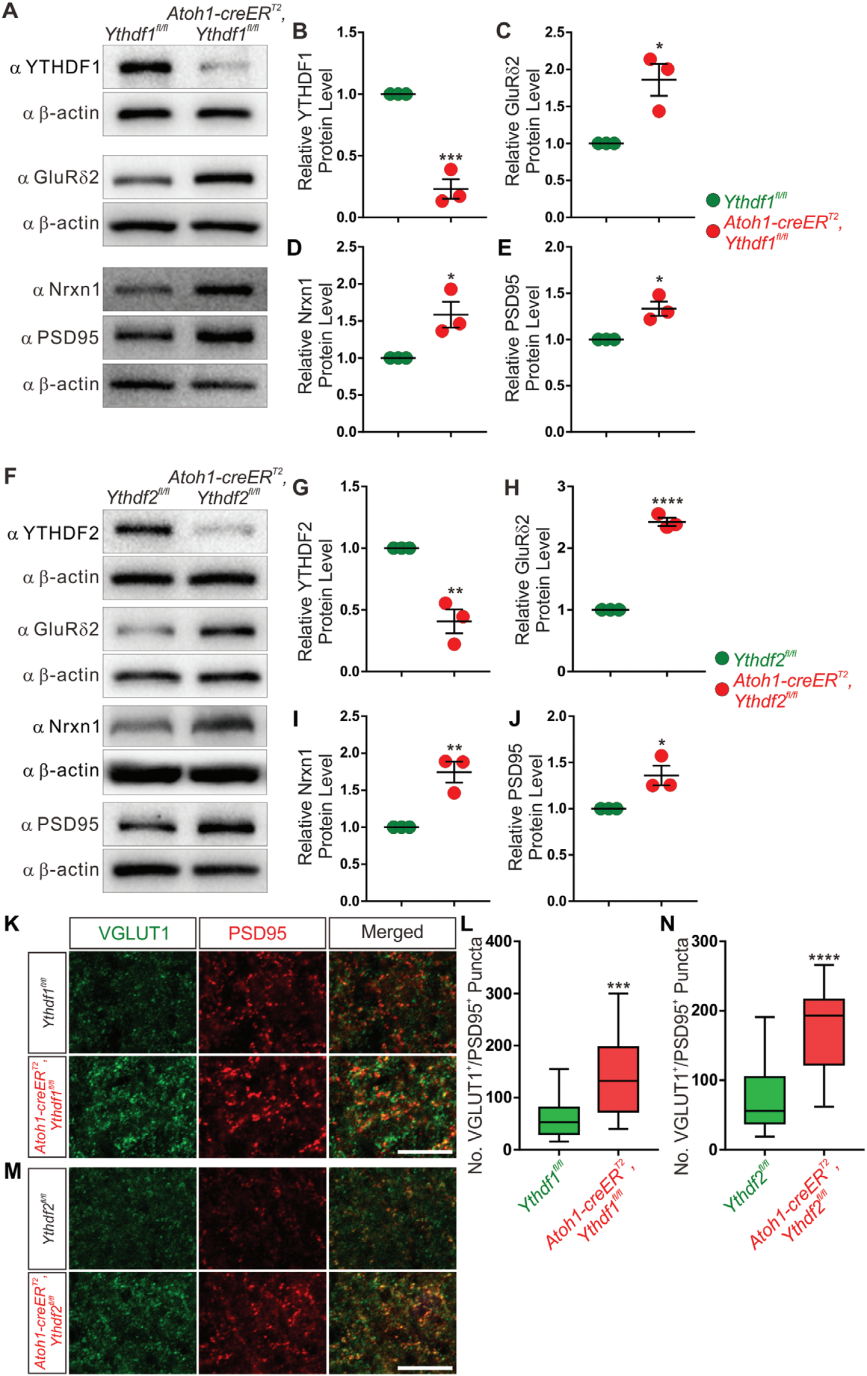
Synapse formation was promoted in *Ythdf1* and *Ythdf2* cKO cerebella. A–E) Representative immunoblots showing that the protein levels of synaptic markers GluR*δ*2, Nrxn1, and PSD95 were increased in A) *Ythdf1* cKO cerebellum at P30. Quantification of B) YTHDF1, C) GluR*δ*2, D) Nrxn1, and E) PSD95. For (B), ***p = 0.00064; for (C), *p = 0.016; for (D), *p = 0.028; for (E), *p = 0.013; *n* = 3 replicates; by unpaired Student's *t* test. F–J) Representative immunoblots showing that GluR*δ*2, Nrxn1, and PSD95 protein levels were increased in F) *Ythdf2* cKO cerebellum at P30. Quantification of G) YTHDF2, H) GluR*δ*2, I) Nrxn1, and J) PSD95. For (G), **p = 0.0037; for (H), ****p = 2.65E‐05; for (I), **p = 0.0062; for (J), *p = 0.028; *n* = 3 replicates; by unpaired Student's *t* test. K–N) Representative images of VGLUT1 and PSD95 co‐immunostaining in the ML of P30 cerebellum of K) *Ythdf1* and M) *Ythdf2* cKO. VGLUT1^+^/PSD95^+^ puncta were counted to measure the number of synapses and quantifications were shown in (L) and (N). Data are expressed as box and whisker plots. In (L), ***p = 1.10E‐04; in (N), ****p = 2.16E‐07; *n* = 20 confocal fields for each group; by unpaired Student's *t* test. Scale bars represent K,M) 5 µm.

### 2.5 Motor Coordination Ability is Improved in *Ythdf1* and *Ythdf2* cKO Mice

With increased parallel fiber length and promoted synapse formation in *Ythdf1* and *Ythdf2* cKO mice, we wondered whether those phenotypes would affect its motor coordination ability, which is the most important function that cerebellum serves. Compared with control mice, either *Ythdf1* or *Ythdf2* cKO mice showed no obvious difference in animal size, cerebellar size, or body weight (**Figure** **7A**–D and Figure S7A,B, Supporting Information). Then we carried out a series of motor behavior tests to evaluate their motor abilities. The grip strength measurement in the forelimbs of either *Ythdf1* or *Ythdf2* cKO mice did not show any significant differences compared with their corresponding control mice (Figure S7C,D, Supporting Information). We further assessed the motor coordination and balance of each cKO with an accelerating rotarod. Surprisingly, we found that both *Ythdf1* and *Ythdf2* cKO mice performed significantly better than their controls by measuring the latency to fall in the test (Figure 7E–H), indicating that both *Ythdf1* and *Ythdf2* cKO mice have better motor coordination ability than their control mice. We also evaluated gait by the footprint test in these mice. As shown in Figure S7E,G in the Supporting Information, mice from all groups walked in a straight line with evenly alternating gait. *Ythdf1* cKO mice displayed longer distance of stride and distance of stance‐L compared to control mice, while *Ythdf2* cKO mice exhibited increased distance of sway and distance of stance‐R compared with control mice (Figure S7F,H, Supporting Information). Altogether, those results indicate that knockout of *Ythdf1* or *Ythdf2* in cerebellar GCs can improve the motor coordination ability of mice, suggesting that YTHDF1 and YTHDF2 serve as negative regulators for PF growth and cerebellar functions.

**Figure 7:**
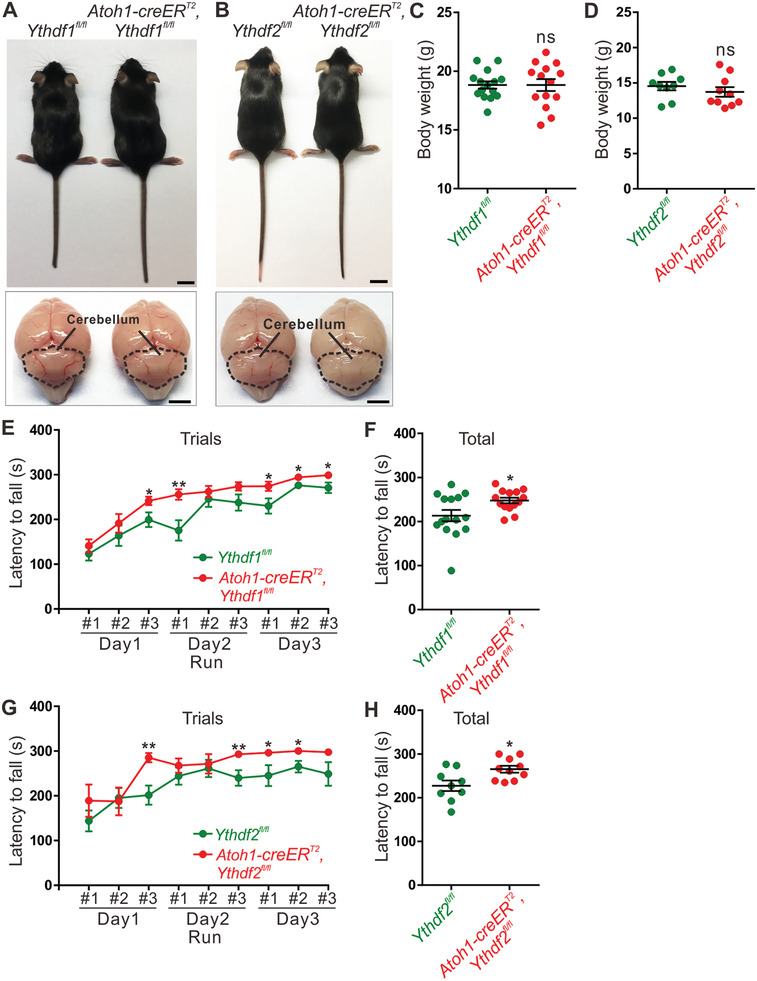
The motor coordination ability is enhanced in *Ythdf1* and *Ythdf2* cKO mice. A) *Ythdf1* and B) *Ythdf2* cKO showed normal animal size and cerebellar development at P40. Scale bars in the upper panels represent 1 cm and scale bars in the lower panels represent 0.25 cm. C,D) Normal body weight in *Ythdf1* and *Ythdf2* cKO mice. In (C), *p* = 0.99; *n* = 15 for *Ythdf1^fl/fl^* mice; *n* = 14 for *Ythdf1* cKO mice. In (D), *p* = 0.37; *n* = 9 for *Ythdf2^fl/fl^* mice; *n* = 10 for *Ythdf2* cKO mice; ns, not significant. All by unpaired Student's *t* test. E,F) The latency to fall measurements for E) each and F) total trial in rotarod test of *Ythdf1* cKO mice. In (E), for Day1‐Run #3, *p = 0.037; for Day2‐Run #1, **p = 0.0049; for Day3‐Run #1, *p = 0.039; for Day3‐Run #2, *p = 0.034; for Day3‐Run #3, *p = 0.037. In (F), *p = 0.027; *n* = 15 for *Ythdf1^fl/fl^* mice; *n* = 14 for *Ythdf1* cKO mice. All by unpaired Student's *t* test. G,H) The latency to fall measurements for G) each and H) total trial in rotarod test of *Ythdf2* cKO mice. In (G), for Day1‐Run #3, **p = 0.0020; for Day2‐Run #3, **p = 0.0089; for Day3‐Run #1, *p = 0.038; for Day3‐Run #2, *p = 0.013. In (H), *p = 0.015; *n* = 15 for *Ythdf2^fl/fl^* mice; *n* = 14 for *Ythdf2* cKO mice. All by unpaired Student's *t* test.

## 3 Discussion

m^6^A modification has been shown to regulate axon growth and guidance.^[^ ^6^, ^30^ ^]^ We found that YTHDF1 regulates commissural axon guidance by controlling translation of the axon guidance molecule Robo3.1.^[^ ^30^ ^]^ However, how the m^6^A readers mediate axon growth remains unclear. Here, our study reveals a critical role for the m^6^A readers YTHDF1 and YTHDF2 in cerebellar GC axon growth. YTHDF2 and YTHDF1 work synergistically to regulate Wnt5a pathway by regulating intra‐axonal translation of *Wnt5a* and *Dvl1*, respectively (**Figure** **8**). YTHDF2 and YTHDF1 normally are negative regulators for cerebellar parallel fiber growth. Knockout of *Ythdf1* or *Ythdf2* in cerebellar granule cells promotes GC axon growth by activating Wnt5a‐Frizzled3 pathway (Figure 8 and Figure S8, Supporting Information). The enhanced PF growth promotes synapse formation in cerebellum and improves motor coordination ability in *Ythdf1* and *Ythdf2* cKO mice.

**Figure 8:**
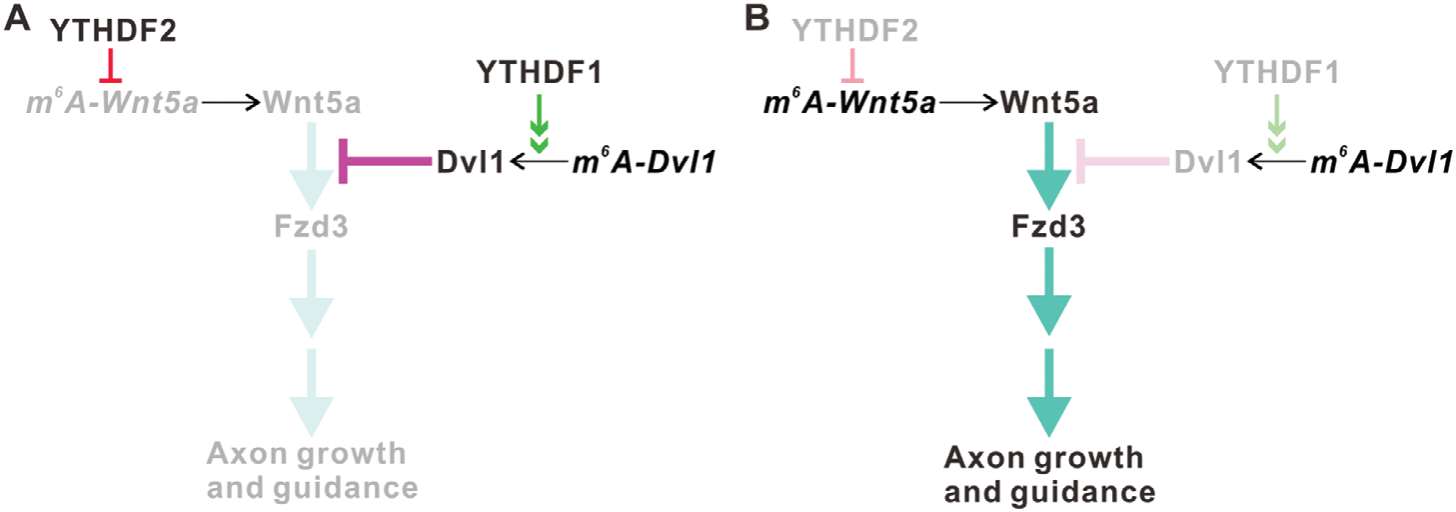
A working model shows that YTHDF1 and YTHDF2 work synergistically to regulate Wnt5a‐PCP signaling pathway and cerebellar granule cell axon growth. A) Under normal conditions, YTHDF1 promotes the translation of m^6^A‐modified *Dvl1* mRNA in GC axons. Dvl1 can block Wnt5a‐Fzd3‐activated PCP signaling. Meanwhile, YTHDF2 facilitates *Wnt5a* mRNA degradation to downregulate Wnt5a protein level in GC axons. So both YTHDF1 and YTHDF2 negatively regulate Wnt5a‐PCP signaling pathway and GC axon growth. B) In *Ythdf1* and *Ythdf2* cKO mice, local translation of *Dvl1* mRNA and decay of *Wnt5a* mRNA in GC axons are inhibited, respectively. The resulting downregulation of Dvl1 and upregulation of Wnt5a protein levels in axons potentiate Wnt5a‐PCP signaling and promote GC axon growth.

Wnt5a can stimulate axon outgrowth of spinal cord commissural axons through planar cell polarity (PCP) signaling.^[^ ^12^ ^]^ Wnt5a is expressed by the ventral midline cells in the floor plate (FP) with an anterior–posterior gradient which can attract post‐crossing commissural axons to turn anteriorly toward the brain.^[^ ^12^ ^]^ Thus, Wnt5a from FP regulates growth and guidance of commissural axons in a paracrine manner. In this pathway, Wnt5a increases endocytosis of its receptor Frizzled3 in filopodia tips.^[^ ^31^ ^]^ Dvl1 can induce Frizzled3 hyperphosphorylation and accumulation on the plasma membrane, thus blocking the PCP signaling. In this study, we found that Wnt5a signaling pathway is involved in regulating cerebellar GC axon growth. The two key players of Wnt5a signaling pathway, Wnt5a and Dvl1, are locally translated in axons, which is regulated by YTHDF2 and YTHDF1, respectively. Axonally derived Wnt5a is secreted from GC axons. This autonomously secreted Wnt5a works back to regulate GC axon growth in an autocrine manner. Therefore, this study presents a mechanism by which YTHDF1 and YTHDF2 work synergistically to control GC axon growth through regulating Wnt5a‐PCP pathway.

The Dishevelled‐mediated Wnt/PCP signaling has been shown to regulate vertebrate early development such as tissue patterning, morphogenesis, and cell migration, and also has an emerging role in disorders such as cancer progression.^[^ ^32^, ^33^ ^]^ Thus regulation of Wnt5a‐PCP pathway by the synergistic action of YTHDF1 and YTHDF2 may have a broader implication in physiological and pathological conditions.

The precise control of PF length is achieved by balanced actions of positive and negative regulators. The positive regulators include the mouse serine/threonine kinase homologous to *C. elegans* UNC51,^[^ ^34^ ^]^ Discoidin domain receptor 1 (DDR1),^[^ ^35^ ^]^ and transcript factor Pax6.^[^ ^25^ ^]^ The negative regulators include the small GTPase Rho and the Rho‐associated serine/threonine kinase ROCK.^[^ ^36^ ^]^ Here, we demonstrated that the m^6^A readers YTHDF1 and YTHDF2 are two new negative regulators for PF growth by posttranscriptionally regulating local translation of their target mRNAs in axons. Furthermore, the motor coordination ability of *Ythdf1* and *Ythdf2* cKO mice was significantly improved. These findings suggest that these negative regulators might be useful targets to develop drugs or strategies for patients with cerebellar ataxia.

Previous studies have shown that disrupting m^6^A modification in mouse cerebellum by manipulating the m^6^A writer gene *Mettl3* can cause severe developmental defects, including dramatically reduced GC numbers, altered PC patterning, and Bergmann glia architecture.^[^ ^15^, ^16^ ^]^ However, GC‐specific cKO of the two m^6^A reader genes *Ythdf1* or *Ythdf2* does not recapitulate these phenotypes. Indeed, we found that the neurogenesis of GCs or PCs is not affected in these cKO mice. This difference may be due to the fact that the previous studies manipulated *Mettl3* which universally changed the m^6^A landscape, and their manipulations (using Nes‐cre) were in earlier developmental stages and affected the whole cerebellum but not just in GCs. Nevertheless, we found that YTHDF1 and YTHDF2 in GCs do not mediate neurogenesis, which makes it possible to explore their roles in other developmental processes after neurons are born, such as axon growth. In summary, our study identifies a new working mode of m^6^A modification which is mediated by the synergistic actions of the two m^6^A readers YTHDF1 and YTHDF2 on Wnt/PCP pathway to restrict GC axon growth.

## 4 Experimental Section

### Animals and Generation of cKO Mice

For generation of the *Ythdf2^fl/fl^* mice, exon 4 of mouse *Ythdf2* gene was targeted with the consideration that exon 4 encodes the YTH domain and the procedures were the same as the previously reported *Ythdf1 ^fl/fl^* mice.^[^ ^30^ ^]^ *Atoh1‐creER^T2^* mice^[^ ^19^ ^]^ from Jackson Laboratory were used to generate cKO mice. Tamoxifen (13258, Cayman) was dissolved in corn oil at a concentration of 50 mg mL^−1^. 10 mg of Tamoxifen was administrated to E16.5 pregnant mice (midday of the observed plug was considered as E0.5) by intragastric injection. Genotyping primers were as following: *Atoh1‐cre* site: 5’‐TGCCACGCACAAGTGACAGCAATG‐3’ and 5’‐ACCAGAGACGGAAATCCATCGCTC‐3’. The primers for *Ythdf1‐loxP* sites were the same as previously reported.^[^ ^30^ ^]^ The primers for *Ythdf2‐loxP* sites were: the first *Ythdf2‐loxP* site, 5’‐GCTTGTAGTTATGTTGTGTACCAC‐3’ and 5’‐GCAGCTCTGACTATTCTAAAACCTCC‐3’; the second *Ythdf2‐loxP* site, 5’‐CTCATAACATCCATAGCCACAGG‐3’ and 5’‐CCAAGAGATAGCTTTCCTAATG‐3’. All experiments using mice were carried out following animal protocols approved by the Laboratory Animal Welfare and Ethics Committee of Southern University of Science and Technology.

### Cerebellar Granule Cell Culture

Cerebella were dissected out from P6–P8 mice, and meninges were removed in ice‐chilled Hanks' balanced salt solution (HBSS, 14175103, Invitrogen). Then GCs were dissociated in HBSS containing 1% Trypsin (59427C, Sigma) and 0.1% DNase I (DN25, Sigma) at 37 °C with constant agitation. Dissociated GCs were collected and plated in microfluidic chambers or 24‐well plates with coverslips precoated with PDL (100 µg mL^−1^, 3439‐100‐01, Trevigen) and Laminin (3.3 µg mL^−1^, 3400‐010‐02, Trevigen). GCs were cultured in Neurobasal A‐medium (10888‐022, Gibco) with B27 supplement (1x, 17504044, Gibco), GlutaMAX‐1 (1x, 35050–061, Gibco), and penicillin‐streptomycin (1x, 15140‐122, Gibco). For the protein stability assay and the mRNA half‐life assay, MG132 (S2619, Selleck) and actinomycin D (A4448, APEE‐BIO) were used with concentrations of 10 × 10^−6^ and 5 × 10^−6^ m in the neuron culture, respectively.

### Knockdown using Lentiviral shRNA or siRNA and Overexpression using Lentiviral System

The lentiviral plasmids and the lentivirus preparation procedure were described previously.^[^ ^6^, ^30^ ^]^ The target sequences of shRNA were as following: shYthdf1#2: 5′‐GGACATTGGTACTTGGGATAA‐3′; shYthdf1#3: 5′‐GCACACAACCTCTATCTTTGA‐3′

shYthdf2#1: 5′‐GCTCCAGGCATGAATACTATA‐3′; shYthdf2#3: 5’‐GGACGTTCCCAATAGCCAACT‐3’

shCtrl: 5′‐GCATAAACCCGCCACTCATCT‐3′. To select positively infected neurons, puromycin (1 ug mL^−1^, A1113803, Thermo) was added at 2 days postinfection and worked for 24 h. Then experiments of axon growth rate measurement, RNA or protein extraction, and IF were performed. The siRNA‐mediated KD assay was carried out by using GeneSilencer siRNA Transfection Reagent (Genlantis) following the manufacture's manual. The sequences of siRNA were as following: *siDvl1#4*: 5’‐ CCAGUAGCCGGGACGGAAUTT‐3’; *siDvl#5*: 5’‐ GCUUGAAUCUAGCAGCUUUTT‐3’; *siWnt5a#1*: 5’‐GCUGCUAUGUCAAAUGCAATT ‐3’; *siWnt5a#3*: 5’‐GGUGGUCUCUAGGUAUGAATT‐3’; *siCtrl* (RNAi negative control): 5’‐ UUCUCCGAACGUGUCACGUTT‐3’. Experiments such as axon growth rate measurement, RNA or protein extraction, and IF were performed at least 48 h posttransfection of siRNA.

### Plasmid Construction and Cell Assay

The coding sequence (CDS) of *Dvl1* was amplified from whole brain cDNA of P56 mouse by PCR with following primers: 5’‐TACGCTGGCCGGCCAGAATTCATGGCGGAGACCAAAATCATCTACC‐3’ and 5’‐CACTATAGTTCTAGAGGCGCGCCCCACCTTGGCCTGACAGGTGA‐3’. *pCS2‐HA‐Dvl1* was constructed with an expression vector reported previously.^[^ ^30^ ^]^ The *pCAGGS‐Ythdf1‐IRES‐GFP* construct and the assay using the HEK293T cell were reported previously.^[^ ^30^ ^]^

### Axon Growth Assay

To measure axon growth rates, microfluidic chambers were used to culture GCs. Lentiviral infection and siRNA transfection were performed after cells were attached to the coverslip in the soma compartment. Bright‐field images of axons were taken 72 h post shRNA infection or siRNA transfection at different timepoints. Then axon length was manually traced and measured using Image‐Pro Plus software. For axon‐specific KD, *siDvl1* or *siWnt5a* were specifically transfected in axon compartment when axons grew to appropriate lengths.

### Real‐Time RT‐PCR

Total RNA from cultured GCs or cerebella tissue was extracted using Trizol (15596018, Life) reagent. cDNA was synthesized by PrimeScript RT Master Mix (RR036A, Takara) and used for qPCR by SYBR Premix Ex Taq GC (RR071B, Takara). Primers used for qPCR were as following: *Ythdf1: 5’*‐GGGGACAAGTGGTTCTCAGG‐3’ and 5’‐TCCCCAATCTTCAGGCCAAC‐3’, *Ythdf2: 5’*‐ ACAGGCAAGGCCGAATAATG‐3’ and 5’‐GGCTGTGTCACCTCCAGTAG‐3’, *Dvl1: 5’*‐ ATGGCGGAGACCAAAATCATC‐3’ and 5’‐ AACTTGGCATTGTCATCGAAGA‐3’, *Wnt5a:5’*‐ ATGCAGTACATTGGAGAAGGTG‐3’ and 5’‐CGTCTCTCGGCTGCCTATTT‐3’, *GAPDH*: *5’*‐AGGTCGGTGTGAACGGATTTG‐3’ and 5’‐TGTAGACCATGTAGTTGAGGTCA‐3’.

### Western Blotting (WB)

Cultured GCs or cerebellum tissues were homogenized in radioimmunoprecipitation assay buffer (P0013, Beyotime) containing protease inhibitors (4693116001, Roche). Protein was collected by centrifugation and the concentration was measured using the BCA Protein Assay Kit (23227, Thermo). A total of 30 µg boiled protein in each sample was resolved on sodium dodecyl sulfate–polyacrylamide gel electrophoresis gels, then transferred onto polyvinylidene fluoride membranes (ISEQ00010, Millipore). The membranes were then blocked with 5% skim milk or 3% bovine serum albumin (BSA) and incubated with diluted primary antibody at 4 °C overnight. After washing, the membranes were further incubated with diluted secondary antibody conjugated to Horseradish peroxidase (HRP) for 1 h at room temperature (RT). Protein bands were visualized using SuperSignal West Pico PLUS Chemiluminescent Substrate (34580, Thermo) or SuperSignal West Femto Maximum Sensitivity Substrate (34096, Thermo).

Sources and dilutions of antibodies used in WB are as follows: YTHDF1 (17479‐1‐AP, Proteintech) 1:2500; YTHDF2 (24744‐1‐AP, Proteintech) 1:2500; Dvl1 (27384‐1‐AP, Proteintech) 1:1000; Wnt5a (55184‐1‐AP, Proteintech) 1:1000; HA (ab18181, Abcam) 1:2000; Tau1 (MAB3420, Millipore) 1:1000; Tag1 (AF1714, R&D Systems) 1:2500; GluR*δ*2(sc‐26118, Santa Cruz Biotechnology) 1:1000; Nrxn1 (ab77596, Abcam) 1:1000; GAPDH (10494‐1‐AP, Proteintech) 1:1000; *β*‐actin (ab6276, Abcam) 1:30 000; *β*‐actin (AC004, Abclonal) 1:30 000; Donkey anti‐goat IgG H&L (HRP) (ab97110, Abcam) 1:2500; Donkey anti‐mouse IgG H&L (HRP) (ab97030, Abcam) 1:2500; Donkey anti‐rabbit IgG H&L (HRP) (ab16284, Abcam) 1:2500; VHH anti‐mouse IgG secondary antibody (HRP) (KTSM1321, AlpaLife) 1:5000; VHH anti‐rabbit IgG secondary antibody (HRP) (KTSM1322, AlpaLife) 1:5000.

### IF and Immunostaining

P15 or P30 cerebella were freshly embedded in O.C.T and frozen immediately in dry ice. Tissues were then sagittally cryosectioned at 12 µm. For IF of YTHDF1, YTHDF2, or NeuN, the sections were fixed in 4% paraformaldehyde (PFA) for 10 min (YTHDF1 or YTHDF2) or 2 h (NeuN) followed by incubation with blocking solution (5% BSA, 10% donkey serum, 0.25% Triton x‐100) for 1 h at RT. For co‐staining of VGLUT1 and PSD95, a protocol was used which was published previously.^[^ ^37^ ^]^ Briefly, the sections were fixed for 30 s in cold (−20 °C) methanol, rinsed with phosphate‐buffered saline (PBS), permeabilized for 20 min in 0.2% Triton x‐100 in PBS, and blocked for 4 h with 10% donkey serum (SL050, Solarbio) in PBS at RT. Then sections were incubated with primary antibodies diluted in blocking solution overnight at 4 °C: YTHDF1 (1:500), YTHDF2 (1:500), NeuN (1:500, 24307, Cell Signaling Technology), VGLUT1 (1:10 000, 135303, Synaptic Systems), PSD95 (1:100, ab2723, Abcam). After three times wash with PBS, sections were incubated with secondary antibodies diluted in secondary Ab solution (5% BSA, 0.25% Triton x‐100). Finally, slides were mounted with VECTASHIELD Antifade Mounting Medium with 4′,6‐diamidino‐2‐phenylindole (H‐1200, Vector Laboratory).

For Tag1 IF in cerebellar tissues, P6 mice were perfused with PBS followed by 4% PFA. Cerebella were collected and fixed in 4% PFA at 4 °C overnight. Then tissues were dehydrated in 30% sucrose solution for 2 days. After embedded in O.C.T., cerebella were coronally cryosectioned at 12 µm. After antigen retrieval at 93 °C in sodium citrate buffer (pH 6.0), slides were continued to incubate with goat anti‐Tag1 (1:500, AF1714, R&D Systems) in blocking solution at 4 °C overnight. Then after washing with PBS, slides were incubated with Alexa 555 donkey anti‐goat (1:1000, A21432, Thermo) for 1 h at RT before mounting for confocal imaging.

For IF in cultured neurons, cells were rinsed with PBS twice and fixed for 10 min with 4% PFA in 0.1 m PB at RT, then washed with PBS for three times and blocked in PBST (PBS with 1% BSA and 0.1% Triton x‐100; no Triton x‐100 for Fzd3 IF) for 20 min at RT. Antibody incubation conditions were the same as tissue sections and Fzd3 antibody was 1:100 (AF1001, R&D Systems).

All images were captured on Nikon A1R confocal microscope or Zeiss LSM 800 confocal microscope with identical settings for each group in the same experiment. IF intensity was measured using ImageJ software with background intensity subtracted.

### RNA Immunoprecipitation (RIP) and Sequencing (RIP‐Seq)

To perform RIP experiment, the manual of the EZ‐Magna RIP RNA‐Binding Protein Immunoprecipitation Kit (17‐701, Millipore) with minor modifications was followed. Briefly, 1 × 10^7^ granule cells were lysed and then incubated with magnetic beads precoated with 5 µg YTHDF1 antibody (Proteintech, 17479‐1‐AP) or YTHDF2 antibody (Proteintech, 24744‐1‐AP) overnight at 4 °C. RNA was purified using TRIzol reagent. After quality control monitoring using Agilent 2100, 100 ng RNA of input and elutes after RIP was used to generate the library using the TruSeq Stranded RNA Sample Preparation Kit (Illumina) and sequenced on the Illumina HiSeq 3000 platform (Jingneng, Shanghai, China). The filtered reads were mapped to the mouse reference genome (GRCm38) using STAR v2.5 and Cufflinks (version 2.2.1) with default parameters.^[^ ^38^, ^39^ ^]^ Filtered reads were normalized to calculate FPKM (fragments per kilobase of exon per million mapped fragments). To determine which gene is enriched, the FPKM from RIP elute to input was computed and any fold change greater than 2 was considered to be enriched. All enriched genes were used to do the GO analysis. GO enrichment analysis was implemented by the GOseq R package, in which gene length bias was corrected. GO terms with corrected *p* value less than 0.05 were considered significantly enriched.

### RNA‐Seq and Data Analysis

Cultured GCs were infected with lentiviral shRNAs. After puromycin selection, neurons were lysed with Trizol reagent, and total RNA was extracted. A total of 1 µg RNA in each sample was used to generate sequencing libraries using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB) following the manufacturer's protocol and sent for sequencing (Novogene, Beijing, China). Data analysis was performed using the clean data (reads) with high quality, in which low quality reads and reads possessing adapter or ploy‐N were filtered out. The filtered reads were then mapped to the mouse reference genome (GRCm38) using HISAT v2.0.4 and TopHat2 (version 2.1.1) with default parameters.^[^ ^39^, ^40^ ^]^ The numbers of reads mapped to each gene were counted using HTSeq v0.9.1 and the FPKM of each gene was then calculated. The DESeq R package (version 1.18.0) was used to analyze the differentially expressed genes between *shYthdf* vand *shCtrl* (three biological replicates per group). The resulting *p* values were adjusted using the Benjamini and Hochberg's approach for controlling the false discovery rate (FDR). Genes with *p* < 0.05 were considered as differentially expressed and used for GO analysis. GO enrichment analysis was performed through the GOseq R package, in which gene length bias was corrected. GO terms with corrected *p* < 0.05 were considered significantly enriched.

### Quantitative MS

Cultured GCs were infected with lentiviral *shYthdf1* or *shCtrl*. After puromycin selection, neurons were rinsed three times with ice‐cold PBS and then lysed with freshly made lysis buffer (8 m urea (Sigma), 0.1 m HEPES (pH 7.4, Invitrogen)) supplemented with protease inhibitors. Cell lysates were then ultrasonicated on ice and centrifuged at 10 000 × *g* for 10 min at 4 °C. A total of 100 µg protein for each condition was reduced with 5 × 10^−3^ m dithiothreitol (Sigma) for 30 min at 56 °C, followed by alkylation with 11 × 10^−3^ m iodoacetamide (Sigma) for 15 min at RT in the dark. Then the urea concentration in each sample was diluted to less than 2 m by adding 100 × 10^−3^ m triethylammonium bicarbonate (Sigma). Subsequently, protein samples were digested by trypsin (Promega) overnight at 37 °C. Peptides were further desalted by Strata X C18 SPE columns (Phenomenex) and labeled with TMT10plex Mass Tag Labeling kit (Thermo) following the manufacturer's instructions. Finally, the labeled peptides were subjected to high‐performance liquid chromatography fractionation and LC‐MS/MS (liquid chromatography with tandem mass spectrometry) analysis.

### Fluorescence In Situ Hybridization (FISH)

For FISH, cerebellar granule cells were cultured in microfluidic chambers. FISH was carried out using RNAscope Multiplex Fluorescent Reagent Kit with target‐specific double Z probes (Advanced Cell Diagnostics) following the manufacture's protocol. The probe information is as following: *Wnt5a*, target region of 200–1431 (20 pairs); *Dvl1*, target region of 666–2055 (20 pairs); *β‐actin*, target region of 11–869 (15 pairs); *DapB*, target region of 414–862 (10 pairs).

### Axonal RT‐PCR

To collect pure axons, cerebellar GC neurons were grown in microfluidic chambers. Before using TRIzol reagent to dissolve axons, axonal compartments were carefully examined under microscope to see whether any cell soma might migrate into those compartments. 50 *μ*L of TRIzol was applied to each axonal compartment or soma compartment. Lysates from 50 chambers were pooled together, and total RNA was extracted. cDNA was then synthesized using by PrimeScript RT Master Mix. PCR was performed using Taq DNA polymerase (R001B, Takara) with specific primers. The primers used are as following: *β‐actin*: 5’‐ AGGGAAATCGTGCGTGACAT‐3’ and 5’‐ ACGCAGCTCAGTAACAGTCC‐3’, *H1f0*, 5’‐ AGTATATCAAGAGCCACTACAAGG‐3’ and 5’‐AATGTATTTACAGAAAACAGGAGG‐3’. The primers of *Dvl1* and *Wnt5a* were the same as used in real‐time RT‐PCR.

### DiI Labeling

DiI labeling was performed as previously described.^[^ ^25^ ^]^ P0 cerebella from *Ythdf1* and *Ythdf2* cKO mice were fixed in 4% PFA at 4 °C overnight. After washing in PBS, cerebella were embedded in 3% agar and coronally sectioned at 200 µm using a vibratome. Then the lipophilic dye Fast DiI (1 mg mL^−1^ D7756, Thermo) was injected into the EGL of cerebella. After 3 days, sections were mounted and Z‐stack images were taken using confocal microscopy.

### Motor Behavioral Tests

Behavioral tests to test cerebellar functions were conducted as previously described.^[^ ^41^ ^]^ The limb grip strength was measured by a grip strength meter. The mice were put to hold the horizontal grip and pulled backward gradually until they could not hold the grip. Each mouse was tested five times, and the average grip length was recorded and normalized to its body weight. Rotarod was used to evaluate the motor coordination and balance ability of mice. The test was performed for three trials per day on three consecutive days. Each trial was conducted with 10 min intervals to let mice rest in their home cages. Rotarod was set to accelerate from 5 to 40 rpm throughout 300 s. The latency to fall for each mouse was recorded and used in subsequent analysis. Footprint analysis was used to measure gait abnormalities. The hindlimb and forelimb of mice were painted with nontoxic blue and red paints, respectively. Then the mice were let to walk along a strip of white paper under a custom‐made tunnel with 50 cm in length and 10 cm in width. The distance of hindlimb footprints was measured to get the length of stride, sway and stances.

### Statistical Analysis

All experiments were conducted at a minimum of three independent biological replicates in the lab. Data were represented as box and whisker plots with the following settings: 25th–75th percentiles (boxes), minimum and maximum (whiskers), and medians (horizontal lines). Other data are mean ± SEM. Statistical analysis was performed using GraphPad Prism 7.0. When comparing the means of two groups, an unpaired Student's *t* test was performed based on experimental design. When comparing the means of more than two groups, one‐way ANOVA followed by Tukey's multiple comparison test was carried out. A *p*‐value less than 0.05 was considered as statistically significant: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

J.Y., Y.S., and L.Y. contributed equally to this work. S.‐J.J. and J.Y. formulated the idea and designed the experiments. J.Y., Y.S., and L.Y. performed and analyzed most of the experiments. M.Z., P.H., J.L., and X.L. performed some experiments and helped with data analysis. N.W. designed and made the chambers. M.C. made the lentiviral constructs. Y.Z., C.J., and Y.Y. helped with animal work and provided technical help. S.‐J.J. and J.Y. wrote the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

## Data Availability

The RIP‐seq and YTHDF2‐KD/RNAseq data have been deposited to the Gene Expression Omnibus (GEO) with accession numbers GSE153689 and GSE153688, respectively. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD019249.

# Supplementary material for: The m6A Readers YTHDF1 and YTHDF2 Synergistically Control Cerebellar Parallel Fiber Growth by Regulating Local Translation of the Key Wnt5a Signaling Components in Axons
**Source:** Adv Sci (Weinh). 2021 Oct 12;8(22):2101329. doi: 10.1002/advs.202101329
**Supplement:** Supplementary file 1 — Supporting Information

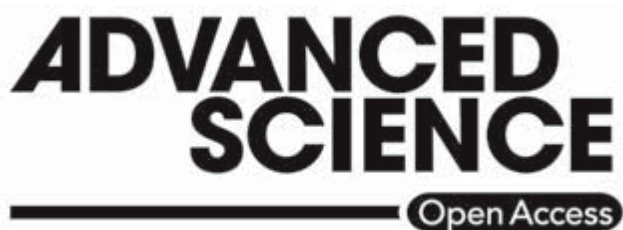

## Supporting Information

for *Adv. Sci.*, DOI: 10.1002/advs.202101329

### The m<sup>6</sup>A Readers YTHDF1 and YTHDF2 Synergistically Control Cerebellar Parallel Fiber Growth by Regulating Local Translation of the Key Wnt5a Signaling Components in Axons

*Jun Yu, Yuanchu She, Lixin Yang, Mengru Zhuang, Peng Han, Jianhui Liu, Xiaoyan Lin, Nijia Wang, Mengxian Chen, Chunxuan Jiang, Yujia Zhang, Yujing Yuan, and Sheng-Jian Ji\**

## Supporting Information

### **The m<sup>6</sup>A Readers YTHDF1 and YTHDF2 Synergistically Control Cerebellar Parallel Fiber Growth by Regulating Local Translation of the Key Wnt5a Signaling Components in Axons**

*Jun Yu<sup>#</sup>, Yuanchu She<sup>#</sup>, Lixin Yang<sup>#</sup>, Mengru Zhuang, Peng Han, Jianhui Liu, Xiaoyan Lin, Nijia Wang, Mengxian Chen, Chunxuan Jiang, Yujia Zhang, Yujing Yuan, and Sheng-Jian Ji\**

#### **Figures S1~S8**

**Table S1.** List of YTHDF1 target mRNAs by anti YTHDF1 RIP-seq

**Table S2.** List of YTHDF2 target mRNAs by anti YTHDF2 RIP-seq

**Table S3.** Proteome analysis after YTHDF1 knockdown

**Table S4.** Transcriptome analysis after YTHDF2 knockdown

**Table S5.** Overlapping transcripts of RIP-seq vs Y1-KD\_MS or Y2-KD\_RNA-seq

**Table S6.** Transcriptome analysis after YTHDF1 knockdown

**Table S7.** Overlapping transcripts of Y1-RIP-seq vs Y1-KD\_MS or Y1-KD\_RNA-seq

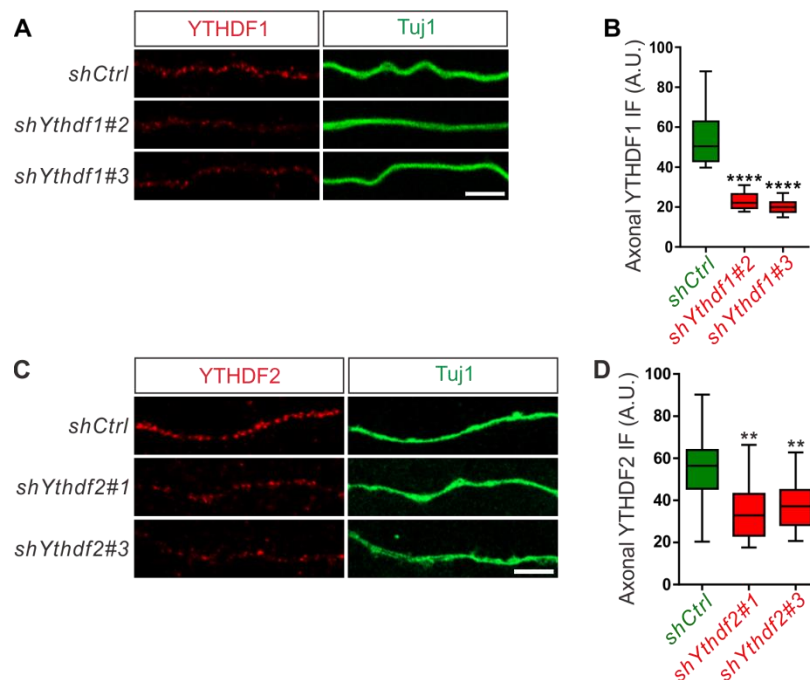

**Figure S1.** The specificity of YTHDF IF signals in axons were validated by knockdown.

A) Representative confocal images showing YTHDF1 IF signal was significantly reduced in GC axons after *shYthdf1* infection. Tuj1 was used as an axon marker.

B) Quantification of YTHDF1 IF intensity in GC axons (A). Data are represented as box and whisker plots: *shYthdf1#2* (n = 22 axons) vs *shCtrl* (n = 22 axons), \*\*\*\*p = 1.89E-11; *shYthdf1#3* (n = 21 axons) vs *shCtrl*, \*\*\*\*p = 1.89E-06; by one-way ANOVA followed by Tukey's multiple comparison test.

C) Representative confocal images showing YTHDF2 IF was significantly reduced in GC axons after *shYthdf2* infection. Tuj1 was used as an axon marker.

D) Quantification of YTHDF2 intensity in GC axons (C). Data are represented as box and whisker plots: *shYthdf2#1* (n = 15 axons) vs *shCtrl* (n = 15 axons), \*\*p = 0.0029; *shYthdf2#3* (n = 18 axons) vs *shCtrl*, \*\*p = 0.0058; by one-way ANOVA followed by Tukey's multiple comparison test.

Scale bars represent 5  $\mu$ m (A, C).

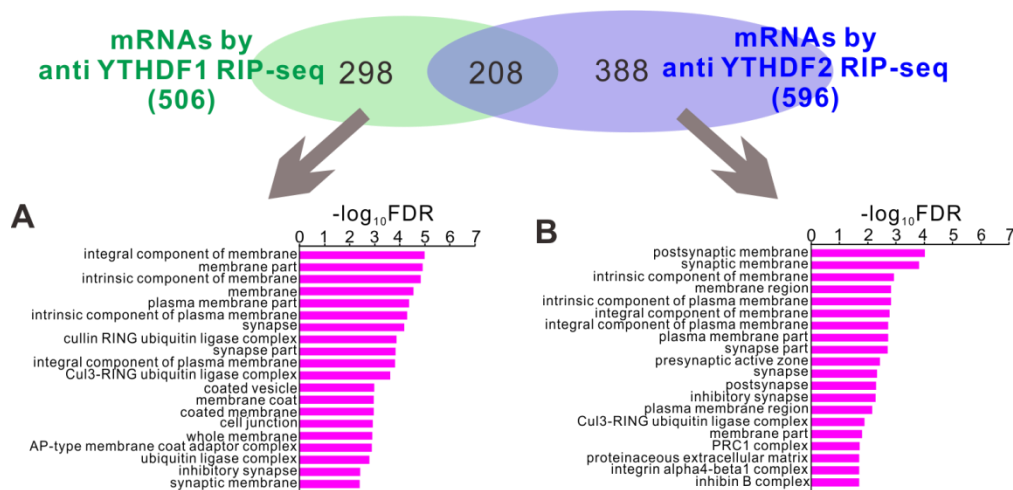

**Figure S2.** The putative mRNA targets were identified by anti-YTHDF1 and anti-YTHDF2 RIP-seq.

A and B) Gene Ontology (GO) analysis of target mRNAs identified by anti-YTHDF1 (A) and anti-YTHDF2 (B) RIP-seq. The GO terms in Cellular Component are shown.

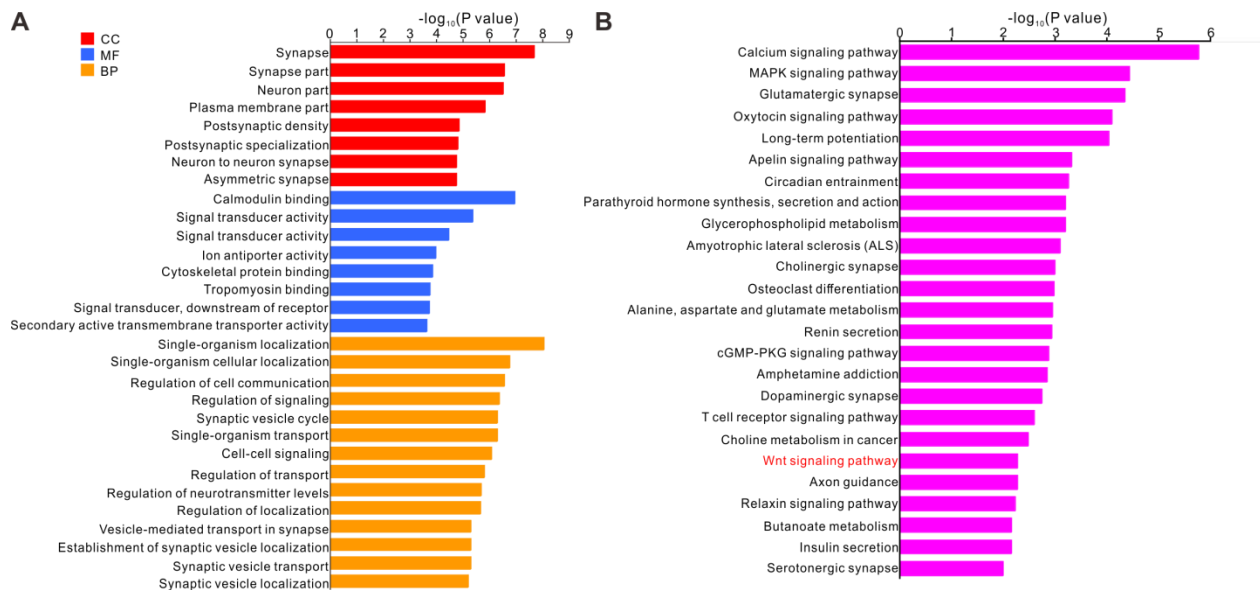

**Figure S3.** The differentially expressed genes were identified by proteome analysis after YTHDF1 KD.

A) GO analysis of all differentially expressed proteins revealed by quantitative proteomic analysis after YTHDF1 KD in GCs. BP, Biological Process; MF, Molecular Function; CC, Cellular Component.

B) KEGG analysis of all differentially expressed proteins revealed by quantitative proteomic analysis after YTHDF1 KD in GCs. The Wnt signaling pathway is highlighted in red texts.

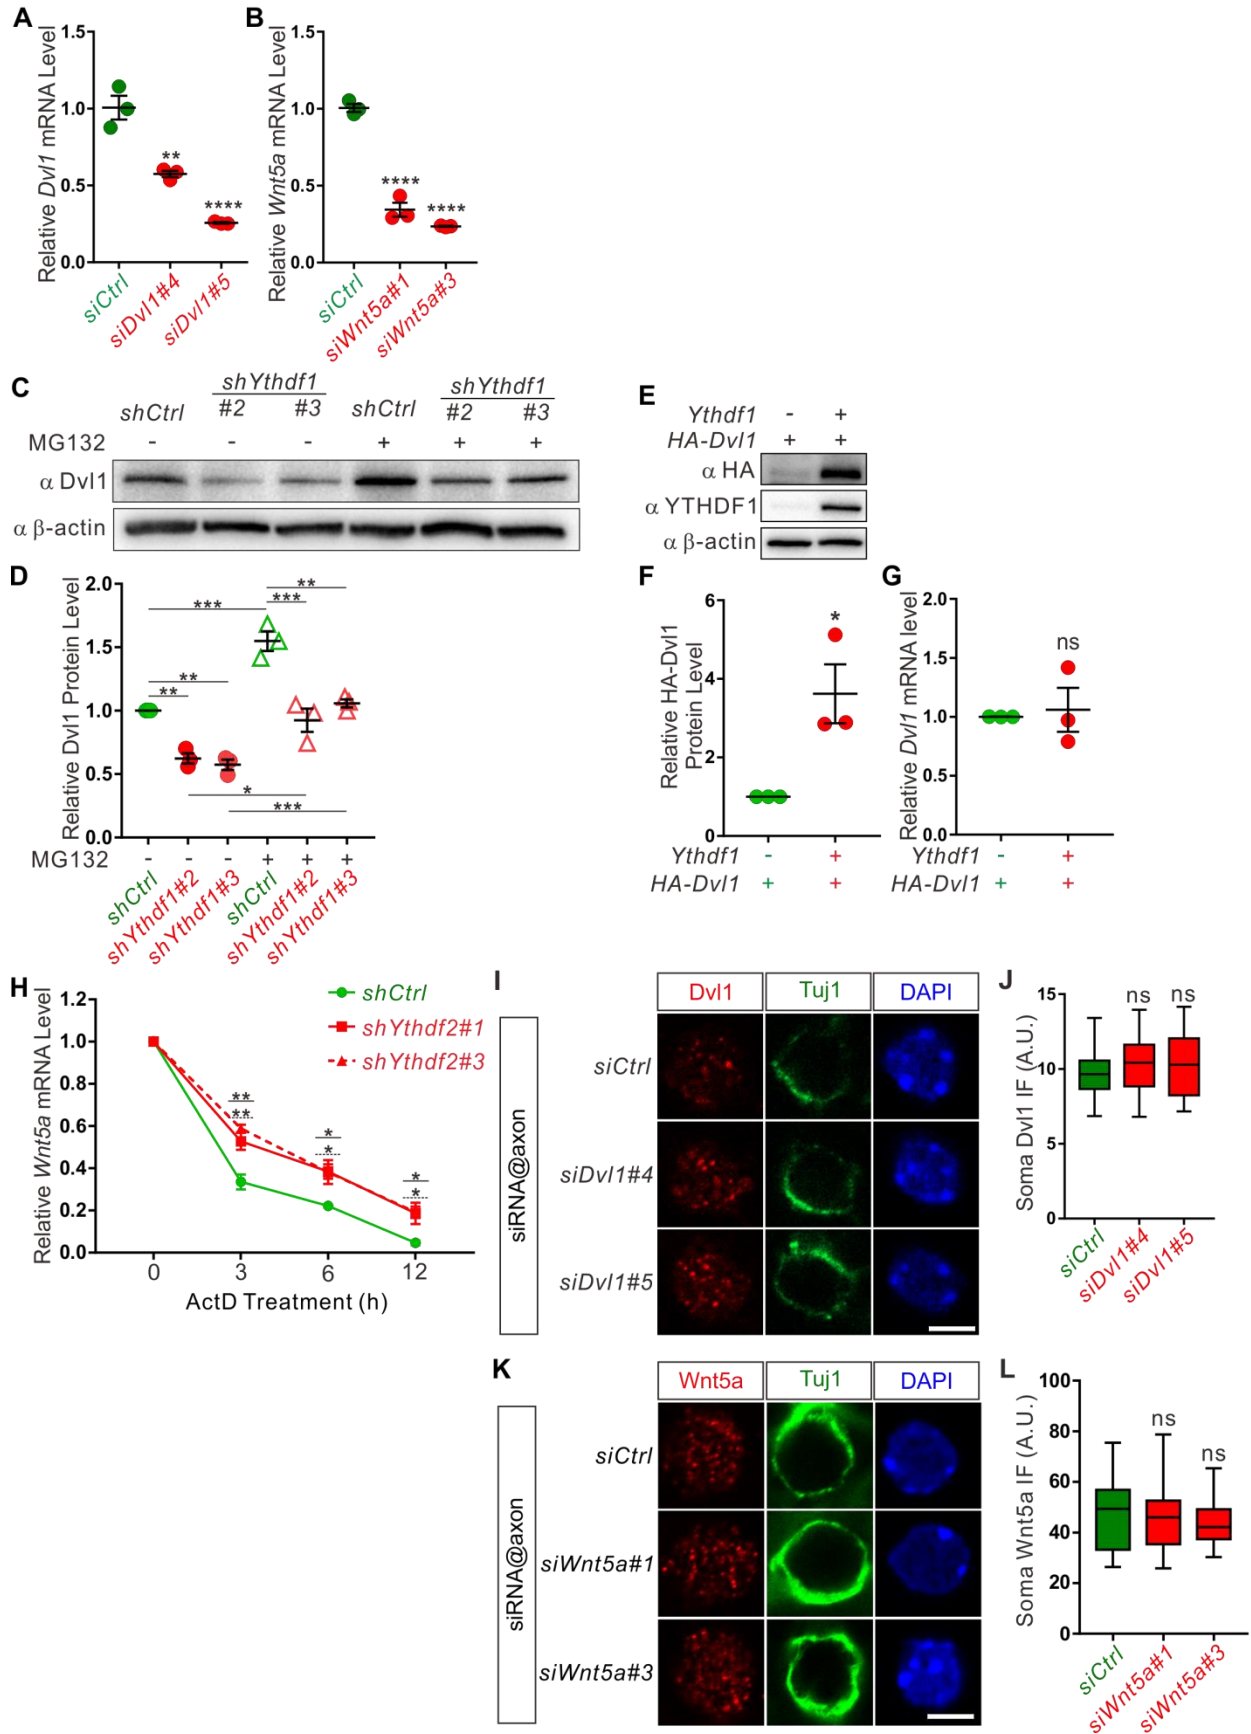

**Figure S4.** YTHDF1 and YTHDF2 regulate translation of *Dvl1* and stability of *Wnt5a*, respectively.

A and B) Knockdown efficiencies of siRNAs against *Dvl1* (A) and *Wnt5a* (B) confirmed by RT-qPCR. Data are mean  $\pm$  SEM. For A, *siDvl1#4* vs *siCtrl*, \*\* $p$  = 0.0014; *siDvl1#5* vs *siCtrl*, \*\*\*\* $p$  = 6.60E-05. For B, *siWnt5a#1* vs *siCtrl*, \*\*\*\* $p$  = 1.10E-05; *siWnt5a#3* vs *siCtrl*, \*\*\*\* $p$  = 4.28E-06.  $n$  = 3 replicates, all by one-way ANOVA followed by Tukey's multiple comparison test.

C and D) WB confirming the Dvl1 protein level decreased after knockdown of YTHDF1 in GCs and this downregulation was not affected by MG132 treatment. Quantification data are mean  $\pm$  SEM (D).

*shYthdf1#2* vs *shCtrl*, \*\* $p$  = 0.0048; *shYthdf1#3* vs *shCtrl*, \*\* $p$  = 0.0017; MG132+*shCtrl* vs *shCtrl*, \*\*\* $p$  = 1.78E-04; MG132+*shYthdf1#2* vs MG132+*shCtrl*, \*\*\*\* $p$  = 4.95E-05; MG132+*shYthdf1#3* vs MG132+*shCtrl*, \*\*\* $p$  = 5.10E-04; MG132+*shYthdf1#2* vs *shYthdf1#2*, \* $p$  = 0.024; MG132+*shYthdf1#3* vs *shYthdf1#3*, \*\*\* $p$  = 5.68E-04;  $n$  = 3; by one-way ANOVA followed by Tukey's multiple comparison test.

E-G) WB showing that co-transfection of *Ythdf1* and *HA-Dvl1* expression plasmids in HEK293T cells increased Dvl1 protein level without changing *Dvl1* mRNA level. Quantification data are mean  $\pm$  SEM (F and G). For F, \* $p$  = 0.025; for G,  $p$  = 0.77; ns, not significant; by unpaired Student's  $t$  test.

H) Knockdown of YTHDF2 increased stability of the *Wnt5a* mRNA in GCs. Actinomycin D (ActD) was added to GCs infected with lenti viral shRNAs to inhibit transcription. Neurons were collected at different time points and RNAs were purified. RT-qPCR confirmed that stability of the *Wnt5a* mRNA level was increased after knockdown of YTHDF2 in GCs. Data are mean  $\pm$  SEM. For 3h, *shYthdf2#1* vs *shCtrl*, \*\* $p$  = 0.0062; *shYthdf2#3* vs *shCtrl*, \*\* $p$  = 0.0010. For 6h, *shYthdf2#1* vs *shCtrl*, \* $p$  = 0.035; *shYthdf2#3* vs *shCtrl*, \* $p$  = 0.038. For 12h, *shYthdf2#1* vs *shCtrl*, \*\* $p$  = 0.040; *shYthdf2#3* vs *shCtrl*, \* $p$  = 0.034.  $n$  = 4; by unpaired student's  $t$  test.

I and J) Compartmentalized knockdown of Dvl1 in axons did not affect Dvl1 protein level in GC soma.

Quantification data are represented as box and whisker plots (J). *siDvl1#4* ( $n$  = 28 cells) vs *siCtrl* ( $n$  = 25 cells),  $p$  = 0.54; *siDvl1#5* ( $n$  = 25 cells) vs *siCtrl*,  $p$  = 0.53; ns, not significant; by one-way ANOVA followed by Tukey's multiple comparison test.

K and L) Compartmentalized knockdown of Wnt5a in axons did not affect Wnt5a protein level in GC soma.

Quantification data are represented as box and whisker plots (L). *siWnt5a#1* ( $n$  = 29 cells) vs *siCtrl* ( $n$  = 28 cells),  $p$  = 0.78; *siWnt5a#3* ( $n$  = 29 cells) vs *siCtrl*,  $p$  = 0.51; ns, not significant; by one-way ANOVA followed by Tukey's multiple comparison test.

Scale bars represent 5  $\mu$ m (I, K).

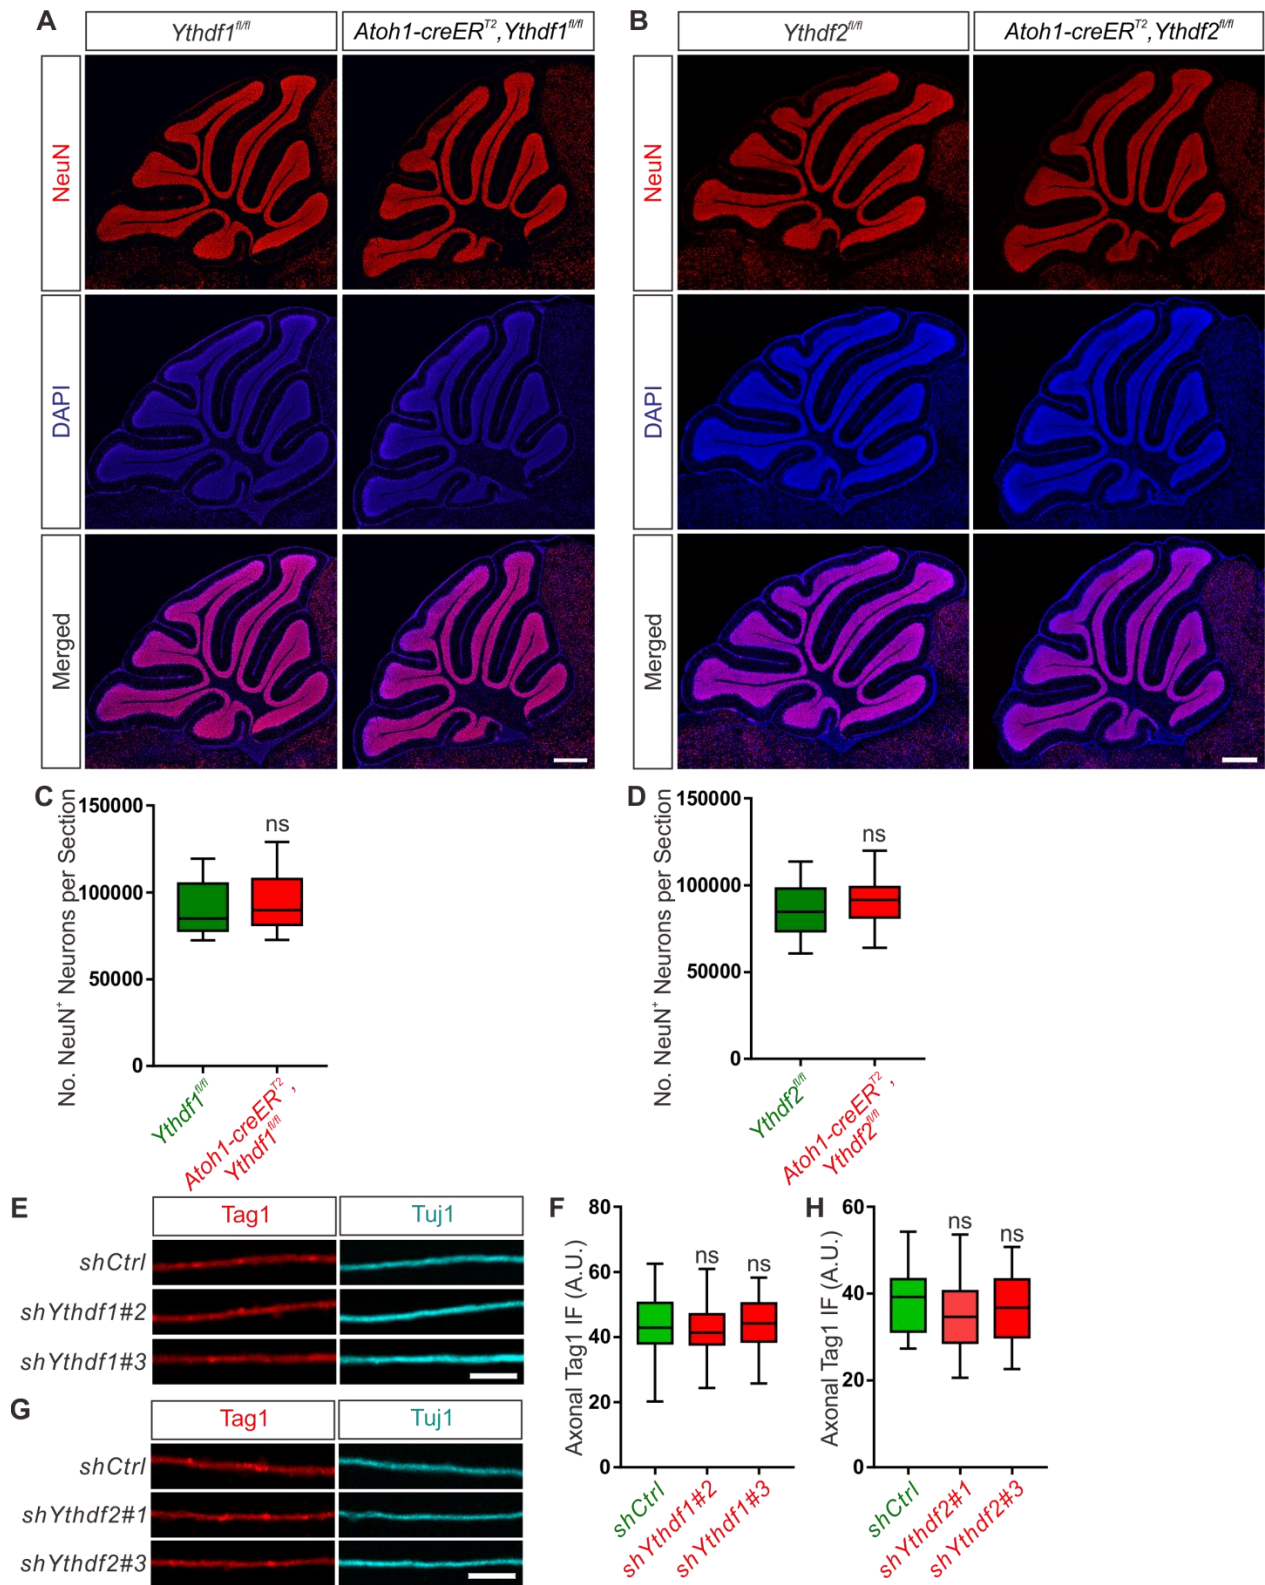

**Figure S5.** Conditional knockout of *Ythdf1* or *Ythdf2* does not affect neurogenesis of GCs.

A-D) Representative images of NeuN immunostaining in P15 cerebellum of *Ythdf1* (A) and *Ythdf2* (B) cKO mice. The number or pattern of mature GCs showed no change in cKO mice compared with control littermates. The numbers of NeuN<sup>+</sup> GC neurons per section were quantified (C and D). Data are expressed as box and whisker plots. For C, *Ythdf1*<sup>fl/fl</sup> (n = 12 confocal fields) vs *Ythdf1* cKO (n = 11 confocal fields), p = 0.78; for D, *Ythdf2*<sup>fl/fl</sup> (n = 10 confocal fields) vs *Ythdf2* cKO (n = 10 confocal fields), p = 0.52; ns, not significant; by unpaired Student's t test. Scale bars represent 500  $\mu$ m (A and B).

E-H) Knockdown of YTHDF1 or YTHDF2 did not change axonal Tag1 protein level in GCs. Quantification of axonal Tag1 IF in E and G was shown in F and H, respectively. Data are represented as box and whisker plots. For F, p = 0.79 (*shYthdf1#2* vs *shCtrl*), p = 0.98 (*shYthdf1#3* vs *shCtrl*); for H, p = 0.31 (*shYthdf2#1* vs *shCtrl*), p = 0.64 (*shYthdf2#3* vs *shCtrl*); ns, not significant; by one-way ANOVA followed by Tukey's multiple comparison test. Scale bars represent 5  $\mu$ m (E and G).

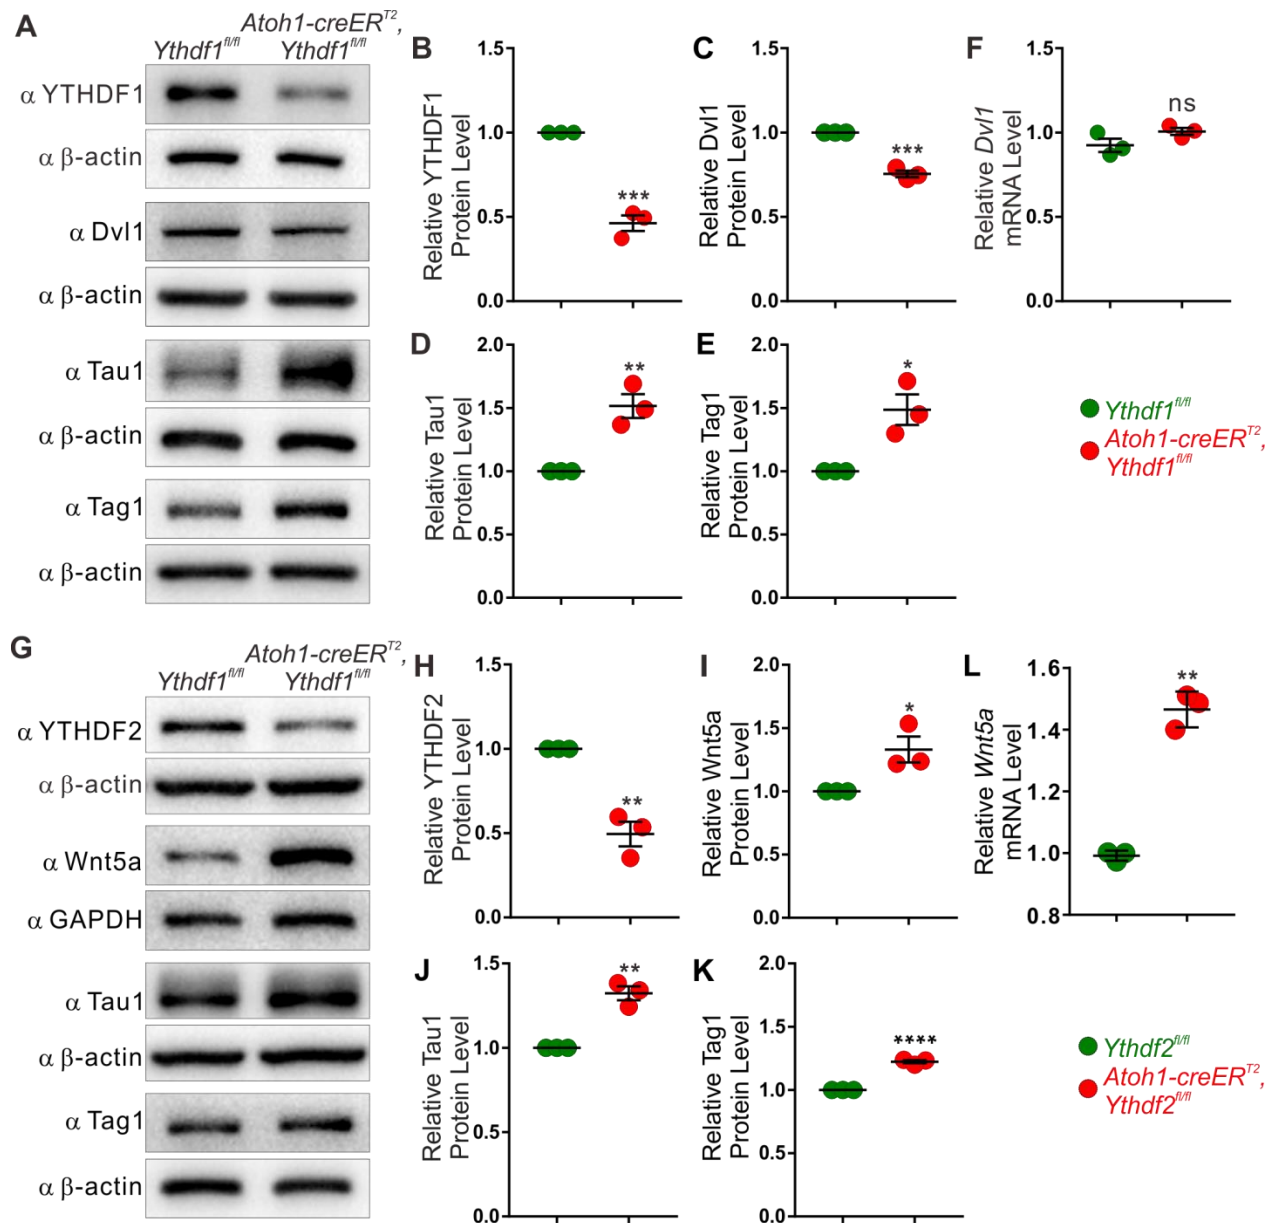

**Figure S6.** YTHDF1 and YTHDF2 regulate translation of *Dvl1* and stability of *Wnt5a* respectively *in vivo* to promote axon growth.

A-E) Representative immunoblots showing that Dvl1 level was reduced and protein levels of axon markers were increased in P15 *Ythdf1* cKO cerebellum (A). Quantification of WB for YTHDF1 (B), Dvl1 (C), Tau1 (D) and Tag1 (E). For B, \*\*\*p = 0.00031; for C, \*\*\*p = 0.00023; for D, \*\*p = 0.0054; for E, \*p = 0.016; n = 3 replicates; by unpaired Student's t test.

F) *Dvl1* mRNA level is not changed in the cerebellum of *Ythdf1* cKO mice. Data are expressed as dot plots. p = 0.14; ns, not significant; by unpaired Student's t test.

G-K) Representative immunoblots showing that Wnt5a level was upregulated and protein levels of axon markers were increased in P15 *Ythdf2* cKO cerebellum (G). Quantification of WB for YTHDF2 (H), Wnt5a (I), Tau1 (J) and Tag1 (K). For H, \*\*p = 0.0023; for I, \*p = 0.032; for J, \*\*p = 0.0014; for K, \*\*\*\*p = 4.56E-05; n = 3 replicates; by unpaired Student's t test.

L) *Wnt5a* mRNA level is significantly increased in the cerebellum of *Ythdf2* cKO mice. Data are expressed as dot plots. \*\*p = 0.0026; by unpaired Student's t test.

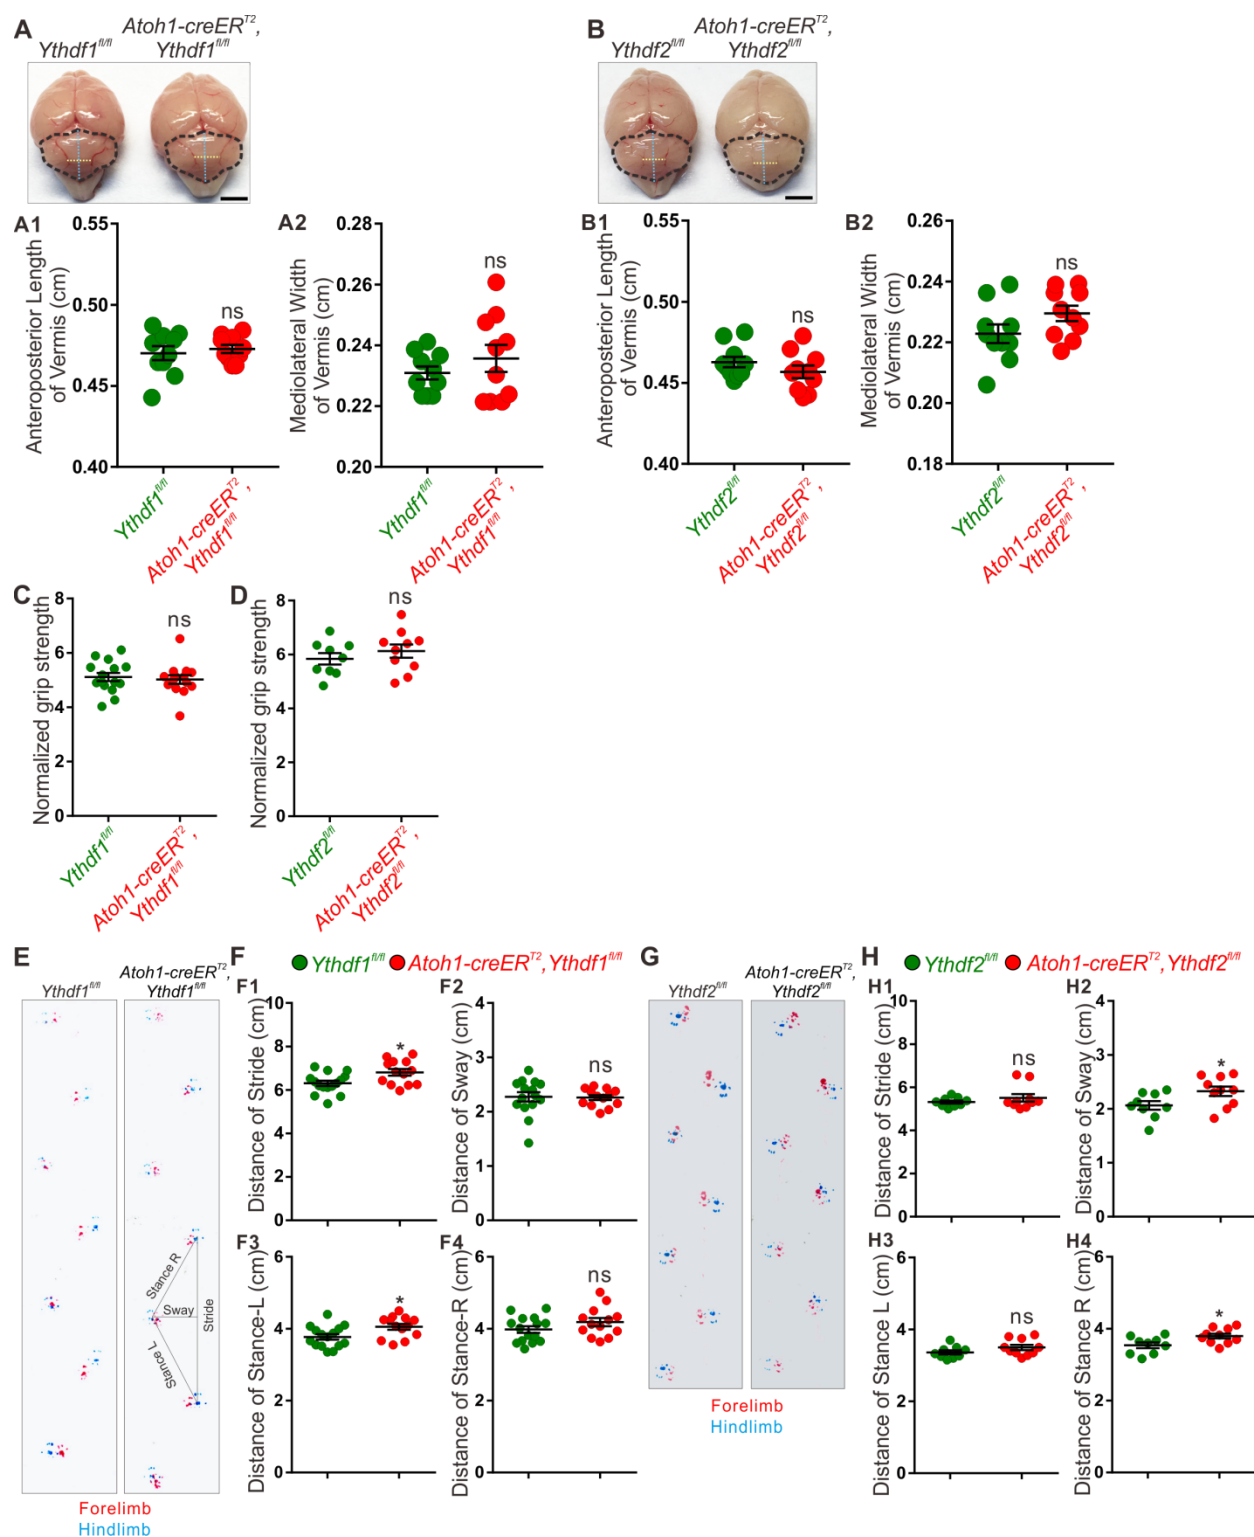

**Figure S7.** Grip Strength and Footprint Tests Were Carried Out for *Ythdf1* and *Ythdf2* cKO Mice.

A and B) The sizes of *Ythdf1* (A) and *Ythdf2* (B) cKO cerebella were quantified by measuring the anteroposterior length (the blue dotted lines) and the mediolateral width (the yellow dotted lines) of the

vermis. Quantification data are shown in A1, A2, B1 and B2: A1,  $p = 0.65$ ; A2,  $p = 0.35$ ; B1,  $p = 0.24$ ; B2,  $p = 0.11$ ;  $n = 10$  mice for each genotype; ns, not significant; by unpaired Student's t test.

C and D) Measurements of normalized forelimb grip strength showing no difference for *Ythdf1* (A) and *Ythdf2* (B) cKO with their control mice. In A,  $p = 0.69$ ;  $n = 15$  for *Ythdf1<sup>fl/fl</sup>* mice;  $n = 14$  for *Ythdf1* cKO mice. In B,  $p = 0.39$ ;  $n = 9$  for *Ythdf2<sup>fl/fl</sup>* mice;  $n = 10$  for *Ythdf2* cKO mice. ns, not significant; by unpaired Student's t test.

E) Representative images of footprints (red, forelimb; blue, hindlimb) of *Ythdf1<sup>fl/fl</sup>* and *Ythdf1* cKO mice.

F) Quantification of the distance of stride (F1), sway (F2), stance-L (F3) and stance-R (F4). For stride,  $*p = 0.015$ ; for sway,  $p = 0.89$ ; for stance-L,  $*p = 0.019$ ; for stance-R,  $p = 0.17$ ;  $n = 15$  for *Ythdf1<sup>fl/fl</sup>* mice;  $n = 14$  for *Ythdf1* cKO mice; ns, not significant; by unpaired Student's t test.

G) Representative images of footprints (red, forelimb; blue, hindlimb) of *Ythdf2<sup>fl/fl</sup>* and *Ythdf2* cKO mice.

H) Quantification of the distance of stride (H1), sway (H2), stance-L (H3) and stance-R (H4). For stride,  $p = 0.34$ ; for sway,  $*p = 0.043$ ; for stance-L,  $p = 0.17$ ; for stance-R,  $*p = 0.024$ ;  $n = 9$  for *Ythdf2<sup>fl/fl</sup>* mice;  $n = 10$  for *Ythdf2* cKO mice; ns, not significant; by unpaired Student's t test.

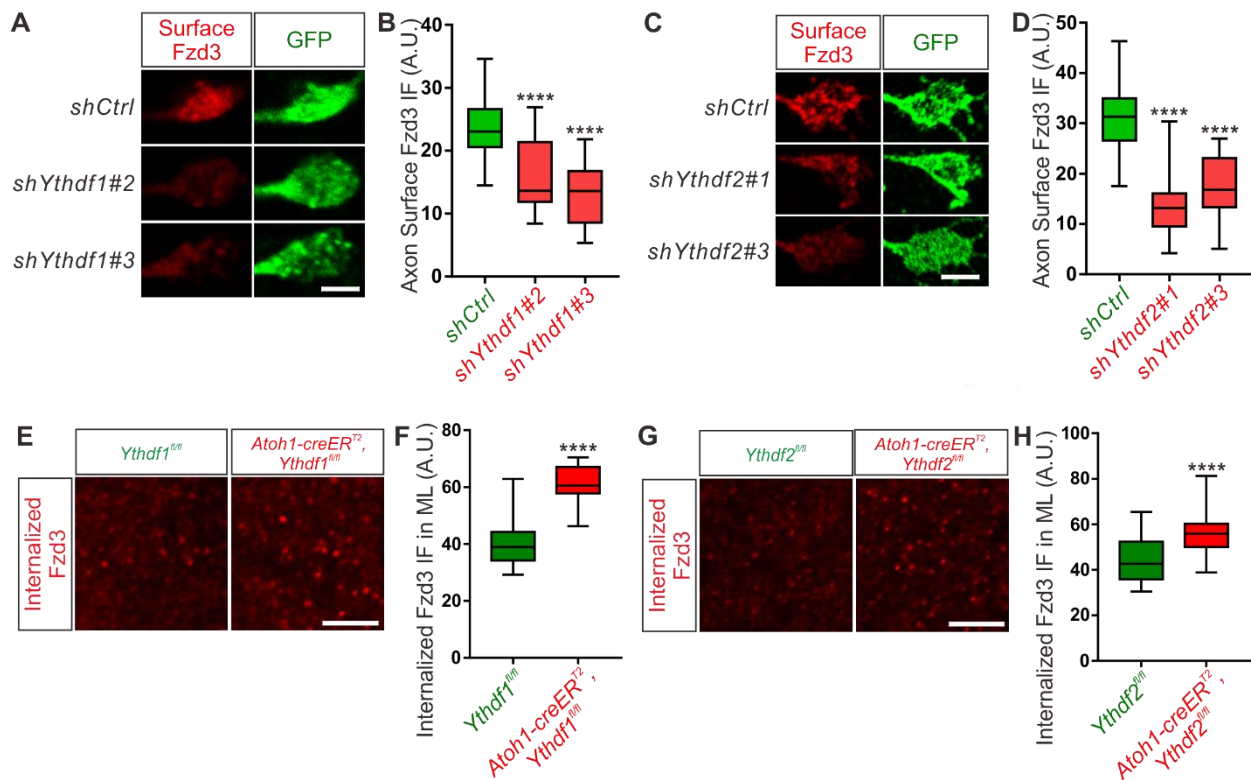

**Figure S8.** Loss-of-function of YTHDF1 or YTHDF2 induced internalization of Frizzled3 in GC axons.

A-D) Knockdown of YTHDF1 or YTHDF2 induced internalization of Frizzled3 in cultured GC axons.

Representative confocal images of Frizzled3 (Fzd3) IF on the membrane surface of GC growth cones after YTHDF1 (A) or YTHDF2 (C) KD without permeabilization were shown. Quantification of IF was shown in B and D. Data are represented as box and whisker plots: in B, \*\*\*\*p = 2.48E-05 (*shYthdf1#2* vs *shCtrl*), \*\*\*\*p = 2.38E-08 (*shYthdf1#3* vs *shCtrl*); in D, \*\*\*\*p = 1.59E-11 (*shYthdf2#1* vs *shCtrl*), \*\*\*\*p = 1.58E-08 (*shYthdf2#3* vs *shCtrl*); n = 20 axons for each condition; by one-way ANOVA followed by Tukey's multiple comparison test. Scale bars represent 5  $\mu$ m (A, C).

E-H) Increases of internalized Frizzled3 were detected in *Ythdf1* and *Ythdf2* cKO mice. P15 cerebellar sections were prepared with cryostat and permeabilized with Triton x-100 to expose the internalized Fzd3 protein. Representative confocal images of internalized Frizzled3 (Fzd3) IF in molecular layer of cerebella were shown for *Ythdf1* (E) and *Ythdf2* (G) cKO mice. Quantification of IF was shown in F and H. Data are represented as box and whisker plots: in F, \*\*\*\*p = 1.04E-13, n = 25 confocal fields; in H, \*\*\*\*p = 4.58E-8, n = 40 confocal fields; by unpaired Student's t test. Scale bars represent 5  $\mu$ m (E, G).

How the deposited data were processed for this re-analysis (not part of the article)

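The RNA-seq data after YTHDF2 KD were re-analysed from the table of counts that the authors deposited, with 1 column for each of 3 shYthdf2 and 3 shCtrl libraries of cultured GCs. By the paper's methods, the authors removed reads with adapters, unknown bases or low quality, mapped the rest to GRCm38 with HISAT and TopHat2 and counted reads per gene with HTSeq. The deposited values are these counts, as whole numbers without normalization. They hold 53421 genes, of which 785 are outside the annotation, and 52403 were matched to a symbol in the annotation of GRCm38. The tables of the RIP-seq, proteomics and YTHDF1 KD experiments were taken from the paper's supporting tables as lists of genes, with the directions of change and the shCtrl means of Table S6 (YTHDF1 KD), and the data behind them were not analysed here.
The libraries were assigned to groups by their names and the hairpin numbers in the paper, because the titles of the samples give the groups the other way round. Groups were never assigned from the values. The assignment was checked against the group means of Table S4.
Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group (minimum count 10, minimum total count 15), which left 17214 genes, removed 36207 and kept 99.8% of the counts. TMM normalization and the quasi-likelihood test were applied, and p-values were adjusted over the genes tested by the Benjamini-Hochberg method. Normalized counts are TMM-normalized counts at a common library size. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and with fry and camera with an estimated correlation beside it. Single values were compared by a two-sided exact permutation test. With 3 libraries against 3 there are 10 splits, and the smallest p is 0.1. Hairpin targets and seed matches were searched in the transcripts of the annotation with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.
The libraries held 17246821 to 21546595 counts, which limits the precision of genes with few counts. The SDs given cover the differences between libraries as well as counting error. The 10 genes with the most counts took 2.55% to 3.05% of a library.
Whether the replicate numbers pair the libraries was checked by the correlation of the deviations from the group means between libraries with the same number. It was 0.251, 0.362 and 0.291 for replicates 1, 2 and 3, so the numbers were also tried as a block.
The tests were run on simulated data. Counts of 6 libraries were drawn with the dispersions that edgeR estimated from the real ones, with 200 changed genes among the 16856 tested. The simulated libraries varied independently, without the likeness of replicates 1 and 3, so the shares of false calls in the real data may differ. The edgeR test found 81% of the changed genes, and 4.71% of its 170 calls were unchanged genes. DESeq2 found 91.5% with 19.0% of calls unchanged, limma-voom found 77.5% with 2.52% unchanged, and the block found 75.5% with 3.21% unchanged. The direction was wrong for 0 of the calls.
The groups, the tests, the gene lists, the genes to be named and most alternatives were chosen before the data were examined. The alternatives were RLE size factors, library size without a normalization factor, DESeq2 1.42.0, limma-voom, no filter except a count above 0, at least 10 counts in every library, the replicate block, each library left out in turn, and, for the unadjusted criterion, the ratio of group means. For the gene sets, fry and the estimated correlation were also alternatives. A separate batch term for replicate 2 and the summing of replicates 1 and 3 were added after the data were seen.
The genes named were Ythdf1, Ythdf2, Ythdf3, Wnt5a, Dvl1, the genes of Table S5, the 5 genes with a symbol and the smallest P in Table S4, the genes of the axon guidance and Wnt lists past the adjusted threshold, and the 5 largest rises and 5 largest falls. These rises and falls were taken among genes with a symbol, an adjusted p-value under 0.05, a mean of at least 50 normalized counts and groups that do not overlap. Other genes are named as chosen after their values were seen.
The lists written for the tests were axon guidance genes, Wnt pathway genes, immediate-early genes, axoneme genes, genes of the p53 response, genes of the interferon response, genes of the m6A machinery, and markers of mature granule cells, proliferating progenitors, Purkinje cells, GABAergic interneurons, unipolar brush cells, astrocytes with Bergmann glia, oligodendrocytes, microglia, and vascular cells with fibroblasts. The YTHDF1 and YTHDF2 targets of Table S5 and the RIP-seq targets of Table S2 were taken from the paper. Adjusted p-values of lists cover the 15 lists other than the axon guidance genes, the Wnt pathway genes, the YTHDF2 targets and the RIP-seq targets.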

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

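All the tests of explanations in this part were chosen after the results were seen. The lists were tested to look for signals outside the paper's claims about YTHDF2 KD. Of 15 such lists, 7 had an adjusted p-value under 0.05 by camera, which assumes a small correlation between the genes of a list. Without a term for the replicate, 0 of the 15 passed after adjustment under fry and 0 with an estimated correlation, and at an unadjusted p under 0.05 fry passed 4 of the 7. With the replicate block, fry passed 1 of the 15 after adjustment, the vascular cells with fibroblasts (adjusted p = 0.0317), which are not among the 7, and at an unadjusted p under 0.05 it passed 3 of the 7. With a batch term for replicate 2, added after the data were seen, fry passed 5 of the 15 after adjustment. These were vascular cells with fibroblasts (adjusted p = 0.00338), axoneme genes (0.00516), GABAergic interneurons (0.00796), immediate-early genes (0.00796) and Purkinje cells (0.0161). The calls therefore depend on how the correlation between genes and the replicates are treated.
Immediate-early genes, which neurons transcribe within minutes of activity, were lower in the shYthdf2 libraries, with a median log2 fold change of -1.89 over 19 genes tested of 20 listed (camera adjusted p = 1.34e-09, unadjusted fry value 0.0213, or 0.0140 with the replicate block). Of these, 17 were lower, 16 had an unadjusted p under 0.05 in edgeR's test, 16 passed adjusted over the list alone, and 4 passed adjusted over all genes, or 8 with the replicate block. The groups did not overlap for 13 of the genes (68.4%, against 10% by chance for independent libraries and 26.0% of all genes tested). Npas4 had 9838, 1926 and 9753 normalized counts in the shCtrl libraries of replicates 1, 2 and 3 and 240, 215 and 270 in the shYthdf2 libraries. Fos had 22257, 6553 and 21717 against 2677, 1361 and 2675. Fosl2 is also a YTHDF2 target of Table S5, chosen by the study on these libraries. A difference between the cultures of replicates 1 and 3 that replicate 2 lacks is excluded as the whole cause, since within replicate 2 the median difference was -1.07, with 18 of 19 genes lower. GC content and gene length are excluded as the whole cause, since in the fit with the replicate block the median was -1.88 before and -1.64 after both were fitted. A smaller share of granule cells would lower their markers, which had a median of 0.16, or 0.02 without replicate 3 of shCtrl, the lowest with a library left out. Of the 12 markers, 8 were higher and 4 lower, with log2 fold changes from -0.64 to 0.96. They go both ways, so a small change in the share of granule cells stays open, but no marker fell as far as -1.89. Another state of the shCtrl cultures stays open. Of these genes, 15 are in Table S4 and also in Table S6, the paper's genes changed after YTHDF1 KD, and all 15 are lower in both. Both tables use the shCtrl libraries, so the state of these cultures and an effect of each knockdown cannot be told apart. An effect of YTHDF2 KD on activity-dependent transcription also stays open.
Axoneme genes, which build motile cilia, were higher, with a median of 0.61 over 37 genes tested of 43 listed (34 higher, camera adjusted p = 2.64e-07, unadjusted fry value 0.0375, or 0.00768 with the replicate block). Of these, 13 had an unadjusted p under 0.05, 8 passed adjusted over the list alone and 0 over all genes, or 2 with the replicate block. Within replicate 2 the median was 0.83, with 35 of 37 genes higher, so it is not confined to replicates 1 and 3. In the fit with the replicate block, it was 0.71 before and 0.66 after GC content and length were fitted. Markers of ciliated cells other than axoneme genes were not tested, so a change in the number of such cells stays open beside an effect of YTHDF2 KD.
Markers of oligodendrocytes had a median of 0.63 over 10 genes (10 higher, camera adjusted p = 0.00164), and markers of microglia a median of 1.17 over 8 genes tested of 10 listed (8 higher, camera adjusted p = 0.0136). The unadjusted fry values were 0.177 and 0.187. At an unadjusted p under 0.05 there were 1 and 0 genes, and adjusted over the list alone there were 0 and 0. Leaving out libraries moved the oligodendrocyte median to 0.35 without replicate 1 or replicate 3 of shCtrl and to 1.53 without replicate 2 of shCtrl. The microglia median ran from 0.83 to 2.28, the highest without replicate 2 of shCtrl. GC content and length are excluded as the whole cause, since in the fit with the replicate block the medians were 0.86 and 1.41 before and 0.93 and 1.45 after they were fitted. Within replicate 2 the medians were -0.11, with 4 of 10 genes higher, and -1.23, with 1 of 8 genes higher. For oligodendrocytes, a difference between the cultures of replicates 1 and 3 that replicate 2 lacks, such as another share of these cells, is a hypothesis. For microglia, replicate 2 differed in the opposite direction, which a difference that it only lacks does not by itself account for. Among the most abundant markers, Mbp had 2610, 8637 and 2410 normalized counts in the shCtrl libraries and 5749, 8471 and 5990 in the shYthdf2 libraries. C1qc had 47.9, 218 and 52.7 against 303, 101 and 352.
Genes of the p53 response were lower, with a median of -0.71 over 10 genes (7 lower, camera adjusted p = 0.00164, unadjusted fry value 0.0329, or 0.169 with the replicate block). Of these, 5 had an unadjusted p under 0.05, 5 passed adjusted over the list alone and 0 over all genes, or 1 with the replicate block. In the fit with the replicate block, the median was -0.72 before and -0.53 after GC content and length were fitted. Within replicate 2 it was -0.14 with 6 of 10 genes lower, so a difference that replicate 2 lacks and an effect of YTHDF2 KD cannot be told apart for these genes, which go both ways. Markers of proliferating progenitors were higher, with a median of 0.72 over 10 genes tested of 12 listed (9 higher, camera adjusted p = 0.0136, unadjusted fry value 0.0319, or 0.0716 with the replicate block). At an unadjusted p under 0.05 there was 1 gene, and 0 passed adjusted over the list alone. With the block it was 0.73 before and 0.65 after GC content and length were fitted. Within replicate 2 it was 0.21 with 7 of 10 genes higher, and the same explanations cannot be told apart for this list.
Markers of GABAergic interneurons were higher, with a median of 0.25 over 10 genes (8 higher, camera adjusted p = 0.0307, unadjusted fry value 0.0663, or 0.0115 with the replicate block). Of these, 3 had an unadjusted p under 0.05, 2 passed adjusted over the list alone and 1 over all genes, or 2 with the replicate block. The median was 0.10 without replicate 3 of shCtrl, 0.16 without replicate 2 of shYthdf2 and 0.43 without replicate 1 of shYthdf2. Within replicate 2 the median was 0.27 with 8 of 10 genes higher. Genes of the list go both ways there, so a difference that replicate 2 lacks and an effect of YTHDF2 KD cannot be told apart. With the block, it was 0.24 before and 0.33 after GC content and length were fitted. Gad1, an abundant member, had 4640 ± 462 (SD, n = 3) normalized counts against 3300 ± 292 (SD, n = 3). Another share of these cells in the cultures stays open beside an effect of YTHDF2 KD. For each of the 7 lists the median kept its direction with RLE size factors and with library size alone, for example -1.89 and -1.86 for the immediate-early genes, and no gene took a large share of the counts. With each library left out in turn, the median ran from -2.28 to -1.64 for the immediate-early genes, from 0.43 to 0.86 for the axoneme genes, from -0.88 to -0.55 for the p53 response and from 0.52 to 0.76 for the progenitor markers.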

How the results depend on the processing

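The tests in this part were chosen before the results were seen, except for a batch term for replicate 2 and the summing of replicates 1 and 3 in each group, which were chosen after the data were seen. Under the alternatives of this part, no result given beside a claim of the paper changed direction. Where a cause is not named, the cause was not tested.
With RLE size factors, and with the ratio of group means for the unadjusted criterion, all counts of genes stayed within 1.5 times their values. With library size alone 108 genes passed the adjusted threshold, 89 of them among the 104, with 56.5% higher against 40.4%, and 1 axon guidance gene passed. The median log2 fold change of all genes was 0.04 there and 0.01 otherwise.
DESeq2 gave 1269 genes with an adjusted p-value under 0.05, 520 higher and 749 lower, with all 104 among them. In the simulated data DESeq2 also called the most unchanged genes. Those data used edgeR's dispersions and lacked the likeness of replicates 1 and 3, so they do not give either method's false calls here. It moved Ythdf2 (-0.58) and Wnt5a (1.08) past the adjusted threshold, and the counts past it to 7 for the YTHDF2 targets of Table S5, 8 for axon guidance and 8 for Wnt genes. limma-voom gave 24 genes, 7 higher and 17 lower, with 0 of the YTHDF2 targets and 0 Wnt genes, where 10 and 18 had an unadjusted p under 0.05.
Without a filter on low counts 32277 genes were tested. The adjusted count was 639 (241 higher, 398 lower) and the count by the unadjusted criterion was 1388 (863 higher, 525 lower). Wnt5a passed the threshold (1.07, adjusted p = 0.0237), and 6 YTHDF2 targets, 4 axon guidance and 4 Wnt genes did. With at least 10 counts in every library, 15197 genes were tested. Fewer genes tested lowered the count by the unadjusted criterion to 491 (278 higher) and the genes of Table S4 in its direction to 472, of which 452 met the criterion. The adjusted count was 131, with 2 YTHDF2 targets and 1 axon guidance gene.
With the replicate block, 232 genes passed the adjusted threshold (91 higher, 141 lower), with 2 YTHDF2 targets and 3 axon guidance genes. It changed the call for neither Ythdf2 nor Wnt5a and no camera call of the axon guidance, Wnt and RIP-seq sets. It moved fry of the Wnt set from 0.0374 to 0.0947. Over the 6 fits that each left out a library, the adjusted count ran from 0 to 3239 (higher 0 to 1671, lower 0 to 1568), and the count by the unadjusted criterion from 614 to 1736 (higher 374 to 1178, lower 191 to 558). The 0 occurred without replicate 1 or 3 of either group, with 1986 to 2120 genes at an unadjusted p under 0.05, and 3239 occurred without replicate 2 of shCtrl. The YTHDF2 targets past the adjusted threshold ran from 0 to 8, axon guidance genes from 0 to 26, Wnt genes from 0 to 21 (at an unadjusted p under 0.05, 7 to 11, 10 to 33 and 7 to 29), and the log2 fold change of Wnt5a from 0.88 to 1.30.
With the batch term the adjusted count was 3799 (1795 higher, 2004 lower). Ythdf2 (-0.56, adjusted p = 0.0465) and Wnt5a (1.10, adjusted p = 0.0137) passed, with 9 YTHDF2 targets, 22 axon guidance and 19 Wnt genes. With replicates 1 and 3 summed, which leaves 2 samples in each group, the adjusted count was 0 (0 higher, 0 lower), with 937 genes at an unadjusted p under 0.05 against 924.4 by chance. The unadjusted criterion gave 434 (263 higher, 171 lower), of which 405 are in Table S4 in its direction, and 0 YTHDF2 targets and 0 Wnt genes passed the adjusted threshold, with 7 and 5 at an unadjusted p under 0.05. Of the axon guidance genes, 4 had an unadjusted p under 0.05. Fewer samples were tested there, and the number of genes past the adjusted threshold depends on counting replicates 1 and 3 separately.
The calls of the axon guidance set (p from 0.0023 to 0.046) and the RIP-seq set (0.0545 to 0.216) held under all 15 alternatives planned. Under fry with the batch term, the RIP-seq set had 0.0388 and the Wnt set 0.0321. The Wnt set kept its camera call under the other 14 alternatives planned, and fry (0.0374) moved it past the threshold. The number of YTHDF2 targets with an unadjusted p under 0.05 stayed between 7 and 11. For the 24 named genes tested besides Ythdf2 and Wnt5a, 310 planned comparisons gave 220 with the same call, 61 weaker and 29 stronger. The 48 comparisons added later gave 26, 11 and 11. Depth limits genes such as Card10, with 3 to 27 counts in a library.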

Differences from the paper's values

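No test of an explanation was chosen for this part, before or after the results were seen. The paper's number of differentially regulated mRNAs is 923, and 104 genes had an adjusted p-value under 0.05 here. Of the 13 alternatives set before the data were examined, DESeq2 (1269), no filter on low counts (639) and leaving out replicate 2 of shYthdf2 (829) came within 1.5 times the paper's number, and the other 10 did not. The count by an unadjusted p under 0.05 and an absolute log2 fold change over 1, which every gene in Table S4 meets, was 756 and did not differ by that measure. The P values of Table S4 were a median of 0.998 times the unadjusted p of DESeq2 and 0.115 times its adjusted p.
The paper's number of upregulated mRNAs is 587, and 42 genes were higher with an adjusted p-value under 0.05 here. Of the alternatives set before the data were examined, DESeq2 (520) came within 1.5 times and the other 12 did not. By the unadjusted criterion, 468 were higher.
The paper's number of YTHDF2 target mRNAs regulated after YTHDF2 KD is 11, and 1 had an adjusted p-value under 0.05 here, while 10 had an unadjusted p under 0.05. Of the alternatives set before the data were examined, leaving out replicate 2 of shCtrl (8) came within 1.5 times and the other 12 did not. DESeq2 called 7, no filter called 6, and at least 10 counts in every library, the replicate block and leaving out replicate 2 of shYthdf2 called 2 each. A batch term for replicate 2, chosen after seeing the values, called 9.
The paper's P value for Wnt5a in Table S4, which Figure 4C also gives, is 4.92e-05, and the unadjusted value of edgeR's test was 0.00148. None of the 13 alternatives set before the data were examined came within 1.5 times. DESeq2 gave 1.02e-05, no filter gave 2.6e-04, and leaving out replicate 2 of shCtrl gave 2.4e-04. The paper counts Wnt5a as upregulated, and its adjusted p-value in edgeR's test was 0.0679. It was under 0.05 with DESeq2 (6.4e-04), with no filter (0.0237), without replicate 2 of shCtrl (0.00654) and with the batch term chosen after seeing the values (0.0137).
The log2 fold changes of the 21 named genes that were tested and that Table S4 lists differed from the paper's by at most 0.017, which is within the error for all of them. Card10 was removed by the filter. Without it, its log2 fold change was -1.87, and the paper's is -1.90.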

Other observations

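The tests of seed matches were chosen before their results were seen. So were the camera tests of the lists between shYthdf2 and shCtrl, with the replicate block and with each library left out. The other tests in this part, among them those with GC content and length fitted, were chosen after. The genes of Table S4 and of Table S6, the paper's genes changed after YTHDF1 KD, overlap. Table S6 holds 870 genes, and 490 are in both tables (53.1% of Table S4), 228 lower in both and 262 higher in both, so that all 490 go the same way. The shCtrl means in Table S6 are in a constant ratio to those of the shCtrl libraries used here (0.982), so both tables use them. Chance differences in the shared shCtrl libraries would also give shared genes of the same direction. In 20 simulations of unchanged groups that share their controls, the unadjusted criterion gave a mean of 193 genes, fewer than either table holds, and 15.1% to 25.4% of them were shared (mean 19.5%). Lists as long as Tables S4 and S6 were therefore taken from the same simulations. They shared a mean of 20.8% and at most 22.2% when ranked by p, and a mean of 29.7% and at most 32.5% when ranked by the size of the change. All of these are below 53.1%, which argues against chance alone, as far as simulated genes that vary independently can show. A state of the shCtrl cultures and an effect common to both knockdowns cannot be told apart, since the 490 genes with the same direction follow from either. Of the 11 YTHDF2 targets of Table S5, 6 are in Table S6, all in the same direction, and Wnt5a is not among them.
Replicates 1 and 3 of a group are alike. A library listed under both numbers is excluded, since the smaller chi-square of replicate 1 against 3 was 3.38 per degree of freedom and would be near 1 for 1 library split at random. Whether they come from a single culture cannot be told apart from separate cultures of 1 day, since the larger value of 4.75 follows from either. The paper describes them as biological replicates.
Replicate 2 stands apart from replicates 1 and 3 of the same group, with 5208 of 17214 genes at an adjusted p-value under 0.05. Markers of vascular cells and fibroblasts were higher in replicate 2, with a median of 1.38 (1.49 within shCtrl and 1.35 within shYthdf2, camera value 2.32e-07, fry value 1.13e-05). Col3a1, the most abundant of them in the shCtrl libraries of replicate 2, had 837, 2964 and 798 normalized counts there and 1319, 3383 and 1334 in the shYthdf2 libraries. For the vascular and fibroblast markers, another mix of cells in replicate 2 would give these values, as a hypothesis. Markers of mature granule cells were higher there too, with a median of 0.52 (camera adjusted p = 0.0445, unadjusted fry value 0.00324). GABAergic interneuron markers (0.31, camera adjusted p = 0.0475) and interferon response genes (0.75, camera adjusted p = 0.00893) were higher as well. Their unadjusted fry values were 0.00225 and 0.109. The vascular rise was therefore not accompanied by a fall of granule cell markers. A mix shared by both replicate 2 libraries does not account for microglia markers, whose median differed by 1.92 in shCtrl and by -1.72 in shYthdf2. Oligodendrocyte markers differed by a median of 1.83 in shCtrl and 0.24 in shYthdf2, immediate-early genes by -1.49 and -0.24 (-0.80 over both groups), and axoneme genes by -0.77 and -0.35 (-0.70 over both groups). Whether these differences depend on the group was not tested. The design names no condition for the replicate number, and beyond the mix of cells no explanation was tested.
Off-target silencing through seed matches in 3' untranslated regions was tested for each hairpin. The shYthdf2#3 site AGCCAAC is in 999 of 13184 genes (7.58%) and in 19 of the 218 genes with a 3' untranslated region that were lower by the unadjusted criterion (8.72%). The mean change of genes with the site was at percentile 53.6 of 16125 words of the same length, so that the site does not account for the lower genes as a group. The shCtrl site ACTCATC is in 911 genes (6.91%) and in 22 of the 247 such genes that were higher (8.91%), with the mean change at percentile 80.6, so that it does not account for the higher genes as a group. Wnt5a has 0 matches to either site. Targets without a seed match were not tested.
Of the 10 splits of the 6 libraries into groups of 3, 1 split gave as many genes with an adjusted p-value under 0.05, the real one, and the most in another split was 16. For the unadjusted criterion, 1 of the 10 splits gave as many genes, again the real one, and the most in another was 539. The design cannot give a share under 0.1. The 4 splits that put both replicate 2 libraries in a group gave 251 to 539. Among the 3 other splits that part every replicate pair, the most was 494.
The lists that did not pass the adjusted threshold of camera were astrocytes with Bergmann glia (median 0.31, adjusted p = 0.0579), the interferon response (0.31, adjusted p = 0.0903), Purkinje cells (0.36, adjusted p = 0.150), the m6A machinery (-0.05, adjusted p = 0.509), mature granule cells (0.16, adjusted p = 0.635), the YTHDF1 targets of Table S5 (-0.20, adjusted p = 0.767), unipolar brush cells (-0.01, adjusted p = 0.767) and vascular cells with fibroblasts (0.48, adjusted p = 0.0903, and an adjusted p = 4.48e-04 by camera with the replicate block). With each library left out in turn, the medians ran from 0.15 (without replicate 1 of shCtrl) to 0.83 (without replicate 2 of shCtrl) for astrocytes with Bergmann glia, and from 0.00 (without replicate 3 of shCtrl) to 1.01 (without replicate 2 of shCtrl) for the interferon response. They ran from 0.07 (without replicate 2 of shYthdf2) to 1.17 (without replicate 2 of shCtrl) for vascular cells with fibroblasts, and from 0.16 (without replicate 2 of shYthdf2) to 0.57 (without replicate 1 of shYthdf2) for Purkinje cells. For mature granule cells they ran from 0.02 (without replicate 3 of shCtrl) to 0.28 (without replicate 2 of shCtrl), and for the YTHDF1 targets from -0.25 (without replicate 1 of shYthdf2) to -0.10 (without replicate 1 of shCtrl). Those of the m6A machinery (-0.07 without replicate 2 of shYthdf2 to 0.01 without replicate 1 of shYthdf2) and unipolar brush cells (-0.05 without replicate 1 of shYthdf2 to 0.04 without replicate 2 of shYthdf2) went both ways. The YTHDF2 targets of Table S5, chosen on these libraries, had a camera value of 0.392. Over the 16613 genes with known GC content, Spearman's correlation of the log2 fold change was -0.268 with GC content and 0.0799 with length, where genes are not independent replicates. After both were fitted with the replicate block, the camera value of the Wnt set moved past 0.05, to 0.0133 from 0.223 with the block alone. That of the axon guidance set was 3.03e-04. That of the RIP-seq set was 0.893, with the direction of camera changed to higher expression, while the median of the set stayed lower at -0.05.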
